# Seasonal Variation in the Skin Transcriptome of Common Bottlenose Dolphins (*Tursiops truncatus*) from the Northern Gulf of Mexico

**DOI:** 10.1371/journal.pone.0130934

**Published:** 2015-06-25

**Authors:** Frances M. Van Dolah, Marion G. Neely, Lauren E. McGeorge, Brian C. Balmer, Gina M. Ylitalo, Eric S. Zolman, Todd Speakman, Carrie Sinclair, Nicholas M. Kellar, Patricia E. Rosel, Keith D. Mullin, Lori H. Schwacke

## Abstract

As long-lived predators that integrate exposures across multiple trophic levels, cetaceans are recognized as sentinels for the health of marine ecosystems. Their utility as sentinels requires the establishment of baseline health parameters. Because cetaceans are protected, measurements obtained with minimal disruption to free ranging animals are highly desirable. In this study we investigated the utility of skin gene expression profiling to monitor health and contaminant exposure in common bottlenose dolphins (*Tursiops truncatus*). Remote integument biopsies were collected in the northern Gulf of Mexico prior to the *Deepwater Horizon* oil spill (May 2010) and during summer and winter for two years following oil contamination (2010-2011). A bottlenose dolphin microarray was used to characterize the skin transcriptomes of 94 individuals from three populations: Barataria Bay, Louisiana, Chandeleur Sound, Louisiana, and Mississippi Sound, Mississippi/Alabama. Skin transcriptomes did not differ significantly between populations. In contrast, season had a profound effect on gene expression, with nearly one-third of all genes on the array differing in expression between winter and the warmer seasons (moderated T-test; p<0.01, fold-change≥1.5). Persistent organic pollutants (POPs) in blubber changed concurrently, reaching >two-fold higher concentrations in summer compared to winter, due to a seasonal decrease in blubber thickness and loss of stored lipid. However, global gene expression did not correlate strongly with seasonally changing contaminant concentrations, most likely because the refractory, lipid-stored metabolites are not substrates for phase I or II xenobiotic detoxification pathways. Rather, processes related to cell proliferation, motility, and differentiation dominated the differences in expression in winter and the warmer seasons. More subtle differences were seen between spring and summer (1.5% of genes differentially expressed). However, two presumed oil-exposed animals from spring presented gene expression profiles more similar to the summer animals (presumed exposed) than to other spring animals. Seasonal effects have not previously been considered in studies assessing gene expression in cetaceans, but clearly must be taken into account when applying transcriptomic analyses to investigate their contaminant exposure or health status.

## Introduction

Common bottlenose dolphins (*Tursiops truncatus*) are long-lived, top predators in coastal waters where they are routinely exposed to ecosystem perturbations, including anthropogenic contaminants and natural toxins, through both direct exposure and food web magnification. They have thus been identified as sentinels for the health of coastal marine ecosystems, and standard methods for temporarily capturing dolphins to assess their health and contaminant exposure have been developed and widely applied [1–4]. The utility of common bottlenose dolphins (hereafter referred to as bottlenose dolphins) as sentinels has been demonstrated through capture-release health assessments that established previously unknown transfer of PCBs through a coastal food web, culminating in dolphin health endpoints including hypothyroidism, anemia, and immunosuppression [4]. Similarly, dolphin health assessments following the explosion of the *Deepwater Horizon* drilling platform in the Gulf of Mexico and subsequent oil spill revealed an increased prevalence of lung disease and adrenal insufficiency, consistent with exposure to petroleum hydrocarbons [5]. However, the significant cost, logistical complexity, and danger of conducting capture-release studies makes the development of health indicators that can be collected from free ranging animals highly desirable, both to augment data from capture-release studies, and to obtain data from times, locations, or species not amenable to capture-release protocols.

Remote integument biopsies have been used extensively to study blubber contaminant levels in cetaceans, including bottlenose dolphins [6], since blubber is the main compartment for lipid storage. The expression level of the xenobiotic detoxification enzyme, cytochrome P450 1A1 (Cyp1A1) protein in integument biopsies has been shown to correlate with organic contaminant exposure in bottlenose dolphins [7,8] and sperm whales *(Physeter macrocephalus)* [9], and has been proposed as a biomarker for contaminant exposure. Additionally, qPCR measurement of transcript abundance of selected nuclear receptors in blubber and skin involved in xenobiotic detoxification and immune function shows correlation to persistent organic contaminant levels in harbor seals (*Phoca vitulina*) [10] and killer whales (*Orcinus orca*) [11]. Thus the transcript abundance of this suite of genes has been proposed as a suitable suite of biomarkers of contaminant exposure in cetaceans.

Since genes function in networks of coordinated pathways, the measurement of global gene expression has the potential to more precisely define the health and physiological status of cetaceans from integument biopsies. Microarray analysis of blood in bottlenose dolphins demonstrated global gene expression patterns that differed between populations from different estuaries in the southeast US and Gulf of Mexico [12]. Yet, blood transcriptomes were predictive of PCB contaminant concentrations in blubber, independent of sampling location [13]. Transcriptome studies in human skin are widely used to understand disease processes and immune functions related to wound healing and pharmaceutical effects [14,15]. In the current study, we therefore investigate the utility of skin gene expression profiling to monitor the physiology, health, and contaminant exposure in free ranging bottlenose dolphins.

The skin is a complex organ that provides many functions that may be informative of the health status of an organism. In mammals, the primary role of skin is to provide a physical barrier against the environment. The skin of cetaceans differs from that of terrestrial mammals in that it lacks hair follicles or sweat glands. Dolphin epidermis is 1–2 mm thick, 20 times thicker than that of terrestrial mammals [16]. Both a high rate of desquamation and a high rate of mitosis occur as a consequence of constant exposure to water friction [17]. The external-most *stratum externum (stratum corneum)* is not fully cornified as in terrestrial mammals, but rather is parakeratinized, consisting of flattened cells that retain their nuclei and organelles, as well as extensive intracellular keratin fibers and intracellular lipid droplets [18]. Rather than keratinocytes, which make up the majority of cells in terrestrial mammal epidermis, the dominant cell type in cetacean epidermis is the lipokeratinocyte. Lipokeratinocytes produce both keratin and lipid droplets, and contribute to the mechanical strength, buoyancy, and insulation of cetacean skin [19]. Lipokeratinocytes also secrete lamellar bodies, intercellular lipid bodies containing glycoconjugates that may aid in cell adhesion in the *stratum externum*, as well as streamlining of cetacean skin.

In addition to its role as a physical barrier, the skin is also an immune organ that contributes to both the innate and adaptive immune systems. In humans, keratinocytes produce a number of cytokines, including IL1a, IL-2, IL-6, TGFb1, TNF-a, and INF-g, as well as many of the components of the complement system [20]. Dolphin lipokeratinocytes are less well-studied, but produce β-defensin-2 and -3, which are induced by pro-inflammatory cytokines and may serve as a non-specific defense against bacteria, fungi, and algae [21]. It is currently unknown what other cytokines or complement components may be produced by lipokeratinocytes. Cells in the *stratum spinosum* produce antimicrobial compounds including lysozyme, which becomes more concentrated and found in intercellular spaces once these cells migrate into the *stratum corneum* [21]. In addition, major histocompatibility (MHC) II antigen-positive, Langerhans-like lymphocytes concentrated at the dermal-epidermal interface indicate the presence of the adaptive immune system in dolphin skin [22]. Langerhans cells, once activated, can migrate to the lymph nodes and present phagocytized antigens to activate the adaptive immune system. An extensive network of dermal papillae carries lymph and blood vessels, as well as nerve bundles deep into the epidermis, providing access to the circulating immune system and responses to the central nervous system. Skin is also considered a steroidogenic organ because it locally synthesizes and metabolizes various steroid hormones and expresses their receptors [23], and these may play a role in epidermal growth and differentiation.

Finally, the skin expresses xenobiotic pathways that serve to detoxify chemicals that pass through the *stratum corneum*, including the aryl hydrocarbon receptor (AhR) and its target, Cyp1A1. Cyp1A1 protein expression measured by immunohistochemistry is found primarily in endothelial cells of the arterioles and capillaries of the middle and deep blubber layers in dolphins [8]. However, Cyp1A1 mRNA is also expressed in the epithelium as assessed by qPCR (J. Stegeman, pers. comm.). In the killer whale both skin and blubber express AhR, as well as other xenobiotic-responsive genes including the thyroid receptor (TR), estrogen receptor (ER), interleukin 10 (IL10), and metallothionein (MT1), and their mRNA expression levels correlate with PCB levels [11].

The current study examines the skin transcriptomes from bottlenose dolphins in the northern Gulf of Mexico prior to and following exposure to crude oil resulting from the explosion of the *Deepwater Horizon* (DWH) drilling platform on April 20, 2010. An estimated 210 million gallons of oil were released into the northern Gulf of Mexico, resulting in oiling of coastal ecosystems from western Louisiana to the Florida panhandle. During the ensuing months, dolphins resident to coastal bays in the northern Gulf were observed swimming through surface oil [5]. In addition to exposure through dermal contact, dolphins were likely exposed through inhalation of volatile compounds at the air-water interface, ingestion of contaminated prey, and incidental ingestion from water or sediments while feeding. The current study utilizes a bottlenose dolphin-specific microarray to examine the skin gene expression in dolphins from three bays and sounds in the northern Gulf that received significant oiling: Barataria Bay, Louisiana, Chandeleur Sound, Louisiana, and Mississippi Sound, Mississippi, in 2010, before and after oil reached these areas, and over the subsequent year.

## Methods

### Samples

Remote biopsy samples were collected from free ranging bottlenose dolphins in three locations in the northern Gulf of Mexico, including Barataria Bay and Mississippi Sound, in May 2010, before the oil was observed on the coast, and Chandeleur Sound in late May after initial oiling. Dolphins in all three locations were sampled again in August-September 2010 after oil was present, 5–6 months later in December 2010 –February 2011, and finally the following year in August 2011 and December 2011 –February 2012 (Fig 1 and Table 1). A detailed list of individuals included in this study and their locations can be found in S1 Table. All animals sampled were subadults or adults (>10 years) as only large animals were targeted. None of the samples included in the study were repeat samples from the same individuals.

**Fig 1:**
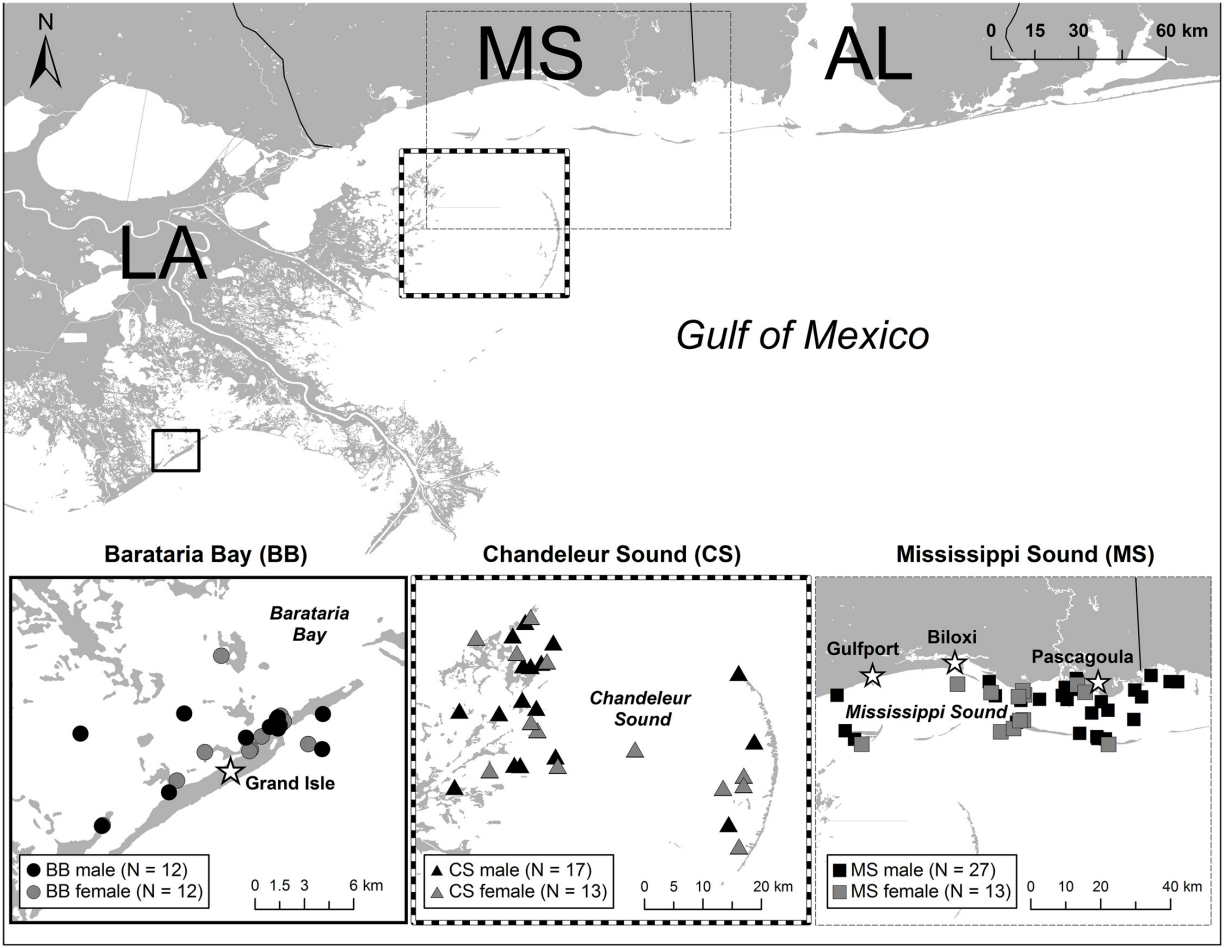
Location of biopsy samples collected from Barataria Bay (BB), Chandeleur Sound (CS), and Mississippi Sound (MS), in the northern Gulf of Mexico.

**Table 1:** Samples included in microarray analysis.

Location	Dates Collected	Number
Barataria Bay	May 10–13, 2010*	9
	Aug 14–18, 2010	4
	Jan 10-Feb 11 2011	3
	Feb 20–25, 2012	8
Chandeleur Sound	May 24–28, 2010**	2
	Sept 15–18, 2010	5
	Aug 20–24, 2011	11
	Jan 20–27, 2012	12
Mississippi Sound	May 8–17, 2010*	4
	Aug 28-Sept 16, 2010	5
	Feb 8, 2011	2
	Aug 13–29, 2011	13
	Dec 1–20, 2011	16
Total		94

*pre oil-exposure

** possible exposure; all others post-exposure

Remote biopsy samples were collected under the authority of Marine Mammal Protection Act Permit No. 779–1633, issued to the National Marine Fisheries Service (NMFS) Southeast Fisheries Science Center by the NMFS Office of Protected Species, for marine mammal research in the Gulf of Mexico, western North Atlantic and Caribbean Sea, including biopsy sampling. Institutional Animal Care and Use Committee (IACUC) approval was not required for Permit No. 779–1633. However, these biopsy sampling protocols used were approved by the NMFS Atlantic IACUC for a subsequent SEFSC permit (No. 14450). A study of the behavioral response of bottlenose dolphins to biopsy sampling using this protocol [24] demonstrated no response to minimal short-lived startle responses in 89.8% of bottlenose dolphins (acceleration or immediate dive), with only 1.7% responding strongly (breaches, tail slapping). Biopsy darts were projected using either a custom-modified 0.22-cal rifle or a commercially available Barnett Panzer V crossbow as described in [25]. Darts had an attached a solid foam float (allowing the dart to float and be retrieved after firing) and were usually recovered from the water in 60 seconds or less.

Biopsy samples were collected from the dorsal flanks of targeted dolphins typically from a ‘window’ below the dorsal fin stretching approximately 50 cm long by 20 cm high in order to minimize potential regional variation in skin gene expression. To our knowledge, no studies of variation in gene expression according to body location have been carried out. However, previous studies have shown variation in blubber fatty acid composition and contaminant concentrations according to sampling location on the animal, but found consistency within the dorsolateral region [26, 27]. Biopsies consisted of a cylindrical-shaped core of skin and blubber measuring approximately 10 mm by 15–20 mm and typically weighing between 0.5 to 1.0 g; samples were consistently judged to be full depth—extending from the epidermis to the blubbler/muscle interface. Following dart retrieval the sample was removed from the sampling tip with sterile forceps and scalpel. A subsample consisting of one quarter of the skin and blubber was taken for transcriptomics and placed in a 2.5 mL cryovial and snap frozen, then stored in a liquid N_2_ vapor shipper until transfer to the laboratory. In the laboratory, samples were stored under chain of custody at -80°C until processing.

For sex determination, genomic DNA was extracted from a subsample of the biopsied skin following Rosel et al. [28] and sex was determined using a multiplex PCR reaction which simultaneously targets the ZFX and SRY genes [29]. Pregnancy status of females was determined from concentration of progesterone in blubber [30]. Blubber cortisol was extracted and measured using previously developed methods used for blubber steroid isolation [31].

### RNA extraction

Samples were processed in two tiers, at the end of year 1 (May 2010-Feb 2011) and at the end of the second year (August 2011-Feb 2012). Within a tier, all samples were randomized prior to RNA extraction. Preliminary RNA extraction trials from different integument depths did not recover sufficient RNA from blubber at any depth. Therefore, for this study approximately 0.05–0.15 g of skin was dissected from frozen integument using a scalpel, on dry ice, just medial to a white line demarking the fibrous layer of the dermis, and further cut into pieces ≤ 0.2 cm thick. The dissected sample was transferred to 1.5 ml of RNA*later* ICE (Ambion) prechilled to -80°C and incubated for at least 16 hours at -20°C to transition the tissue from -80°C to -20°C prior to processing. The sample was then removed from the RNA*later* ICE and placed in a 2.0 ml microcentrifuge tube containing 1ml Qiazol (Qiagen) and a 5 mm stainless steel bead, and homogenized 3x using a Qiagen Tissuelyser at 20 Hz for 3 min. The sample was cooled on ice for 30 sec between sets. The homogenate was transferred to a new 2.0ml microcentrifuge tube and incubated on the benchtop at room temperature for 5 minutes before adding 200μl of chloroform. The tube was shaken vigorously for 15 seconds then incubated on the benchtop at room temperature for 3 minutes. After 15 min of centrifugation at 12,000 x g at 4°C, 500 μl of the upper aqueous phase was transferred to a new 1.5 ml microcentrifuge tube containing 500 μl of 70% ethanol, mixed by pipetting, and then immediately transferred to a Qiagen RNeasy spin column. The protocol for Purification of Total RNA using the RNeasy Lipid Tissue Mini Kit with on-column DNase digestion (Qiagen RNeasy Lipid Tissue Handbook 02/2009) was followed exactly from this point on with a 60 μl final elution in RNase-free water. The RNA quantity was determined using a Nanodrop ND-1000 spectrophotometer and quality was assessed using an Agilent 2100 Bioanalyzer. Only samples with an RNA integrity number (RIN) of ≥ 7.0 were used in the study.

### Microarray

The bottlenose dolphin microarray used in this work is a custom 44K oligonucleotide array designed using Agilent’s E-array platform (Amidad #028889) [13]. Details on the array are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (Platform GPL17696). The array included 24,418 unigene sequences obtained from the publicly available NCBI expressed sequence collection (dbEST), short read archive (SRA), and nucleotide database (nr), which were quality trimmed, and assembled into contigs. These sequences originated from cDNA libraries for dolphin peripheral blood leukocytes (PBL), liver, kidney, spleen, muscle and skin, and individual cloned genes from lung. The sequence set was annotated using Blast2GO [30] to obtain BLASTx homology (expect value cutoff E≤10^-3^) gene ontology (GO) terms, and enzyme codes to determine metabolic pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Sixty-nucleotide probes designed by eArray (Agilent) were printed in a 4x44K format. Of the 24,418 sequences represented on the microarray, 7281 were fully annotated.

### RNA Labeling and Microarray Hybridization

Within each sampling tier (as defined above), RNA samples were randomized prior to labeling, then randomized again prior to hybridization, to avoid any potential batch effects associated with either the labeling or hybridization procedures. Total RNA (50ng) was amplified and Cy 3 labeled using Agilent’s Low Input Quick Amp Labeling Kit. The Cy3 labeled cRNA was quantified using a Nanodrop ND-1000 spectrophotometer. A total of 1.65 μg of Cy3 labeled cRNA was hybridized to the microarray. The One-Color Microarray-Based Gene Expression Analysis Protocol (Version 6.5, May 2010) was followed for both the labeling and the hybridization. Hybridization was carried out at 65°C in an Agilent hybridization oven rotating at 10 rpm for 17 hours. Slides were scanned with an Agilent G2505B scanner equipped with Agilent Scan Control software, using the Extended Dynamic Range Scan Mode, 5μM scan, XDR PMT Hi 100% Lo 10%. Images were extracted using Agilent Feature Extraction version 10.7.3.1.

### Data Analysis

Microarray scan quality was assessed using Agilent’s Feature Extraction software. QC reports and text (.txt) files obtained from Agilent Feature Extraction (FE) were imported into Agilent’s GeneSpring 11.5.1 software and processed as Agilent single color arrays. Normalized signal values were generated by setting the threshold for the raw signals to 1.0, log transformation, and 75th percentile shift normalization. Between-array consistency was then assessed using GeneSpring’s quality control pipeline. Principal components analysis was performed in Genespring using default parameters. Differential expression between selected conditions was determined by volcano analysis using a moderated T-test with Benjamini-Hochberg multiple test corrected p-value of 0.01. A minimum fold-change for inclusion in the T-tests was ≥1.5. This fold-change on Agilent platform arrays has previously been found to yield good correlation with qPCR analysis [33]. Unsupervised hierarchical clustering was carried out in Genespring using Euclidean distance metric and Wards linkage rule. Gene ontology enrichment analyses were carried out in Blast2GO [32] using Fishers Exact Test with a false discovery rate (FDR) of 0.05. GO ontologies were then reduced to the most specific terms.

## Results and Discussion

### RNA Quality Obtained from Remote Biopsy Collections

Of 239 remote biopsy samples collected, 101 (42%) yielded sufficiently high quality skin RNA to use in the microarray analysis, using a minimum acceptable RNA integrity value of ≥7.0. Sampling season (i.e., ambient temperature) did not appear to contribute significantly to the variability in sample quality. Rather, inconsistency in RNA quality likely reflects the variability in the time samples remained exposed to ambient air and water during retrieval of the sampling tip, as well as time taken to process the samples once on board the vessel. Based on the results of this study, for subsequent studies we have implemented a field protocol wherein retrieved biopsies are subsampled for gene expression analysis on an ice-cooled cutting board and placed immediately in RNA*later*. We found that this collection method results in 100% of samples yielding high quality RNA. Nonetheless, for the current study sufficient samples with high quality RNA were available to conduct gene expression analysis.

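Gene expression in 94 skin biopsies of free-ranging bottlenose dolphins was measured on a custom Agilent oligonucleotide microarray with single-colour Cy3 labelling. The biopsies came from 5 sampling periods, with 15 samples in spring 2010, 14 in summer 2010, 5 in winter 2010, 24 in summer 2011 and 36 in winter 2011. Barataria Bay gave 24 samples, Chandeleur Sound 30 and Mississippi Sound 40. Chandeleur Sound had 2 samples in spring 2010, both from females, and none in winter 2010, and Barataria Bay had none in summer 2011. The 34 samples of spring, summer and winter 2010 were processed as tier 1 and the 60 samples of summer and winter 2011 as tier 2, so year and tier change together. The authors raised low raw signals to a threshold, took logarithms, scaled each array to its 75th percentile and set each probe to its median over all samples. The deposited log2 values used here are already centred in this way, and the largest absolute median of any probe over the 94 samples is 5e-07. They compare samples for a given probe and carry no information on which of a pair of probes is brighter. Raw intensities and detection calls were not used here, so all 24418 probes of the array were tested. A further 60 rows of control spots were kept apart. Some are named for spike-in controls, but the paper does not state whether spike-in RNA was added. What scaling to these spots corrects is therefore not known. Differences between groups were tested with limma, and a probe was called at an adjusted p under 0.01 over all probes and a fold change of at least 1.5 unless another limit is given, while single measures were compared with two-sided permutation tests. The differences of means equal the log2 of the fold changes listed in the S3, S5 and S6 Tables within 1e-05 for 1663, 92 and 16 probes. Gene names come from these tables and the S2 Table, which hold annotated called or sex-specific probes only, so that 1726 probes carry a name here and 22692 do not.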

After removing suspected coastal stock animals (those collected where the Chandeleur Sound and coastal stocks may co-mingle), 94 high quality RNA samples were labeled and hybridized to a custom bottlenose dolphin oligonucleotide microarray. Samples were processed in two tiers, year one and year two following the oil spill. Within a tier, samples were randomized at the point of RNA extraction, labeling, and hybridization to minimize batch effects that can affect microarray analyses. 

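GSTA1 (AM-12626), a glutathione transferase, rose in winter in each tier of sample processing, by 3.46 log2 units in tier 1 and 3.38 in tier 2. The small heat shock protein HSPB1 (AM-1309), a chaperone, fell in winter, with a log2 change of -4.66 in tier 1 and -4.83 in tier 2. A probe for 60S ribosomal protein L27a-like (AM-19101), part of the large ribosomal subunit, rose by 5.84 and 7.50. Tier 1 sets winter against spring and summer, and tier 2 against summer alone, so these changes compare unlike groups, and the L27a-like probe was higher in spring 2010 (-0.31, n=15) than in the summers (-2.83, n=14, and -3.17, n=24). Between the winters, with 5 samples in winter 2010 and 36 in winter 2011, 1823 probes were called by limma, 1348 higher and 475 lower in winter 2011, and 9258 had an unadjusted p under 0.05. A probe for serine acetyltransferase (AM-5951), an enzyme of cysteine synthesis in bacteria and plants, changed most among the named ones, from 4.20 ± 2.05 (SD, n=5) in winter 2010 to -0.78 ± 0.54 (n=36) in winter 2011. The proteasome core subunit PSMB4 (AM-8805) was higher in winter 2011 by 1.26 (SE 0.10). A limma fit with season, tier and their product, without the spring samples, called 219 probes whose winter change differed between the tiers, and 1 after quantile normalization. Among them, the rise of cortistatin (AM-3887), a neuropeptide related to somatostatin, was smaller in tier 2 (interaction -0.85, adjusted p = 0.00093). The winter change of summer 2010 against winter 2010 and of summer 2011 against winter 2011 correlated across the 24418 probes with r = 0.919, where probes are not independent replicates, and 8383 of the 8440 probes called in 2010 changed in the same direction in 2011. Year and tier are the same division of the samples, so these differences cannot be assigned to either. Winter 2010 held no sample from Chandeleur Sound and winter 2011 held 12, and only winter 2011 was sampled in December. Site and month may therefore also enter the difference between the winters. After quantile normalization 756 probes were called between the winters, and after scaling to the spike-in spots 706.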

Quality control analyses within Genespring did not indicate any bias due to the two tiers of sample processing. All data have been deposited in the Gene Expression Omnibus (GEO) as accession #GSE58471.

Of 24,418 probes on the microarray, 22,067 probes were detected in skin RNA samples in at least 10 percent of the samples. Given that the microarray probes were designed from cDNA libraries to multiple bottlenose dolphin tissues (see Methods), this degree of hybridization by skin RNA suggests that the array contains many functions expressed by multiple cell types. How many array probes are skin-specific is unknown.

### Genes in Dolphin Skin Differentially Expressed According to Sex

In order to ensure that sex-specific gene expression did not confound the analysis of dolphin skin samples, we first compared male and female gene expression patterns. Thirty-eight females and 56 males were included in the study, distributed among all three sampling sites and during all seasons (Fig 1 and S1 Table). Of the 22,067 probes detected in skin, 44 (0.20%) were detected only in females, and 41 (0.19%) were expressed only in males. In addition, among the probes detected in both males and females, 4 were differentially expressed by sex at greater than 2-fold in normalized log intensity values (moderated T-test p≤0.05). Among the annotated sex-specific genes were several that, in humans, are located on the X chromosome (S2 Table). 

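TXLNG (AM-18073), a syntaxin-binding taxilin, was 217-fold lower in females than in males (log2 change -7.76, SE 0.081, adjusted p = 3.5e-92 from limma). It averaged -7.42 ± 0.47 (SD) in 38 females and 0.35 ± 0.32 in 56 males, and each female was below each male. The S2 Table lists TXLNG as present in males only, so its values in females are near background and the fold change is a lower bound. The translation initiation factor EIF1AX (AM-12970) was 4.43-fold lower in females (log2 change -2.15, SE 0.11), with 38 of 38 females below the male mean and 36 below all males. The ubiquitin-specific protease USP9X was 5.89-fold lower in females at AM-18505 (-2.56, SE 0.054) and 2.69-fold at AM-16429 (-1.43, SE 0.058). The probes were named by homology, and the S2 Table places the human homologs of these genes on the X chromosome. Whether the probes read these genes or related male transcripts was not tested. Lower expression of the X-chromosome genes in females is therefore not shown. Among probes without a name, AM-24468 and AM-20432 had log2 changes of 12.80 and 12.40, higher in females, and AM-15926 of -7.69, which are lower bounds where the other sex is at background. At an adjusted p of at most 0.05 and a fold change above 2, limma called 21 probes, 11 higher in females and 10 higher in males, while 731 had an unadjusted p under 0.05. With a fold change of at least 1.5 the count was 41. In a test with simulated changes, 19 of 50 probes changed 2-fold and 50 of 50 changed 3-fold were called. A 2-fold change is the limit for a call itself, so part of these probes miss it whatever the number of samples. Of 11 probes that the S2 Table lists for females only, 8 were higher in females and 0 were called. Of 8 listed for males only, all 8 were higher in males and 1 was called. The winter change of TXLNG was 0.48 in males and -0.35 in females (interaction -0.83, adjusted p = 0.00018), the latter a change near background, and 3 probes without a name were called for the interaction too.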

In all further analyses we used a set of 21,978 probes consisting of only probes present in both males and females, minus 4 probes that were more than two-fold different in expression between the two sexes. Sex-specific gene expression patterns, previously reported in the blood of bottlenose dolphins [12], were shown to have an impact on the ability to use transcriptome profiles for classification.

We also investigated the effects of pregnancy status on skin gene expression in females, since bottlenose dolphin reproduction tends to be seasonally synchronized, with calves in the northern Gulf of Mexico generally born in the spring [34,35]. In the spring 2010 samples, 5 of 9 females were determined to be pregnant, as assessed by blubber progesterone levels of >40 ng/g [30], whereas only three samples, two from August and one from January, indicated pregnancy during all subsequent sampling periods. 

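In spring 2010, skin from 5 pregnant females was compared with skin from 4 females that were not pregnant. AKR1C1 (AM-13772), which reduces progesterone to a less active form, averaged 0.25 ± 0.43 (SD) in the pregnant and -0.41 ± 0.83 in the other females, a difference that did not pass the test (0.66, SE 0.37, limma adjusted p = 0.60). Of the 4 females that were not pregnant 2 came from Chandeleur Sound, where none of the pregnant ones was sampled, and they had the lowest AKR1C1 values of the 9, so site enters this difference. HSD11B1 (AM-15605), which makes cortisol from cortisone, differed by -0.01 (SE 0.33, limma adjusted p = 0.99). HSDL2 (AM-8221), a peroxisomal dehydrogenase, differed by -0.40 (SE 0.17, limma adjusted p = 0.59). Of 12 probes matched by description to glucocorticoid and steroid metabolism, 4 had a higher mean in pregnant females and 1 had an unadjusted p under 0.05 with limma. The 4 include estrogen receptor binding site 9 (AM-28000), whose name is not that of an enzyme. Blubber progesterone, headed ng/mL in the S1 Table and given as ng/g in the text, was 163 ± 55.7 in the pregnant and 1.32 ± 1.77 in the other females (exact permutation test, p = 0.0079). With limma, 0 of 24418 probes were called at an adjusted p under 0.05, and 1934 had an unadjusted p under 0.05. Of 100 splits of these 9 females, the real one among them, 17 gave as many at the unadjusted limit. When changes were simulated in samples of the same number, 27 of 50 probes changed 2-fold were called, so changes of that size would often be missed. From the lack of significant differences the paper keeps all females in the other comparisons.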

No significant differences in skin gene expression profiles were observed (moderated T-test, p<0.05) between pregnant and non-pregnant females samples during the spring. Therefore, all females were included in analyses independent of pregnancy status.

### Season Is a Significant Driver of Skin Gene Expression in Dolphins

Principal components analysis on all 94 samples revealed a strong effect of season on the global gene expression profiles (Fig 2a), where winter samples diverged from the other seasons along the x- axis (first principal component). This principal component accounted for 32.6% of all variation among samples. In contrast, there was no grouping of samples according to location, even though significant genetic differentiation at neutral markers has been found in adjacent bays in the Gulf of Mexico [36]. This finding differs from studies of blood gene expression in dolphins, in which samples from different estuarine populations were distinguishable by microarray [12].

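The 41 winter samples and the 53 spring and summer samples had no overlap on the first principal component (PC1). Winter samples lay between -152 and -57.5 and the others between 27.2 and 103. SPAG9 (AM-22148), a scaffold of JNK signalling, separated the periods in the same way as PC1. It averaged 2.21 ± 0.072 (SD, n=5) in winter 2010 and 2.43 ± 0.28 (n=36) in winter 2011, compared with -0.31 ± 0.41 (n=15) in spring 2010, -0.60 ± 0.43 (n=14) in summer 2010 and -0.35 ± 0.20 (n=24) in summer 2011. LETM1 and EF-hand domain-containing protein (AM-27179), of the mitochondrial inner membrane, was 5.53-fold higher in winter. PC1 held 30.0% of the variance of the 24418 scaled probes, and 56.5% when the 1000 most variable probes were used. Within the sampling periods, sex accounted for 2.26% of the variance of PC1 (permutation p adjusted over 6 tests, 0.31).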

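Histamine N-methyltransferase (AM-6656), which breaks down histamine, was higher in Chandeleur Sound than in Barataria Bay by 1.97 log2 units and higher in Mississippi Sound than in Barataria Bay by 1.77 (adjusted p = 1.3e-07 from limma's F test within sampling periods). Involucrin (AM-17463), a precursor of the cornified envelope of the epidermis, was higher than in Barataria Bay by 0.95 in Chandeleur Sound and by 0.92 in Mississippi Sound. Of the 6 named cell division probes 3 were called between sites, survivin (BIRC5, AM-20796), cyclin B2 (AM-26026) and cyclin B3 (AM-21843), which were higher in Mississippi Sound than in Chandeleur Sound by 1.04, 1.00 and 0.905. Securin (PTTG1, AM-18152), outside that list and chosen after its values were seen, was higher by 1.20 (adjusted p = 1.8e-08). Interleukin 1 alpha (IL1A, AM-577), a keratinocyte cytokine, was higher in Mississippi Sound than in Barataria Bay by 0.86, and the antimicrobial peptide cathelicidin (AM-22223) was lower in Mississippi Sound than in Chandeleur Sound (-0.79). Each of 6 called probes for nebulin, a protein of muscle thin filaments, was highest in Chandeleur Sound. The 24, 30 and 40 samples of the sites differed at 495 probes by limma's F test with a fold change of at least 1.5 between some pair of sites, 48 of them named. The highest mean was in Chandeleur Sound for 246 probes, in Mississippi Sound for 153 and in Barataria Bay for 96. Of the variance of PC1 left after the period means were removed, site accounted for 32.6%. The permutation p was 1e-05, the smallest that the permutations can give, and 6e-05 adjusted over 6 tests. In the same way site accounted for 9.66% of PC2 (adjusted p = 0.021) and 2.89% of PC3 (adjusted p = 0.35). The gap between winter and the other seasons is not part of these shares. The count of probes called between sites was 2404 within winter 2011 alone. Barataria Bay was then sampled in February, Chandeleur Sound in January and Mississippi Sound in December, so site and month cannot be told apart there. In winter 2010 each site was sampled in a different month, and in summer 2010 Barataria Bay was sampled in August and Chandeleur Sound in September. The count was 120 within summer 2011, when all samples were from August, 282 after quantile normalization and 144 without the sampling period in the fit.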

**Fig 2:**
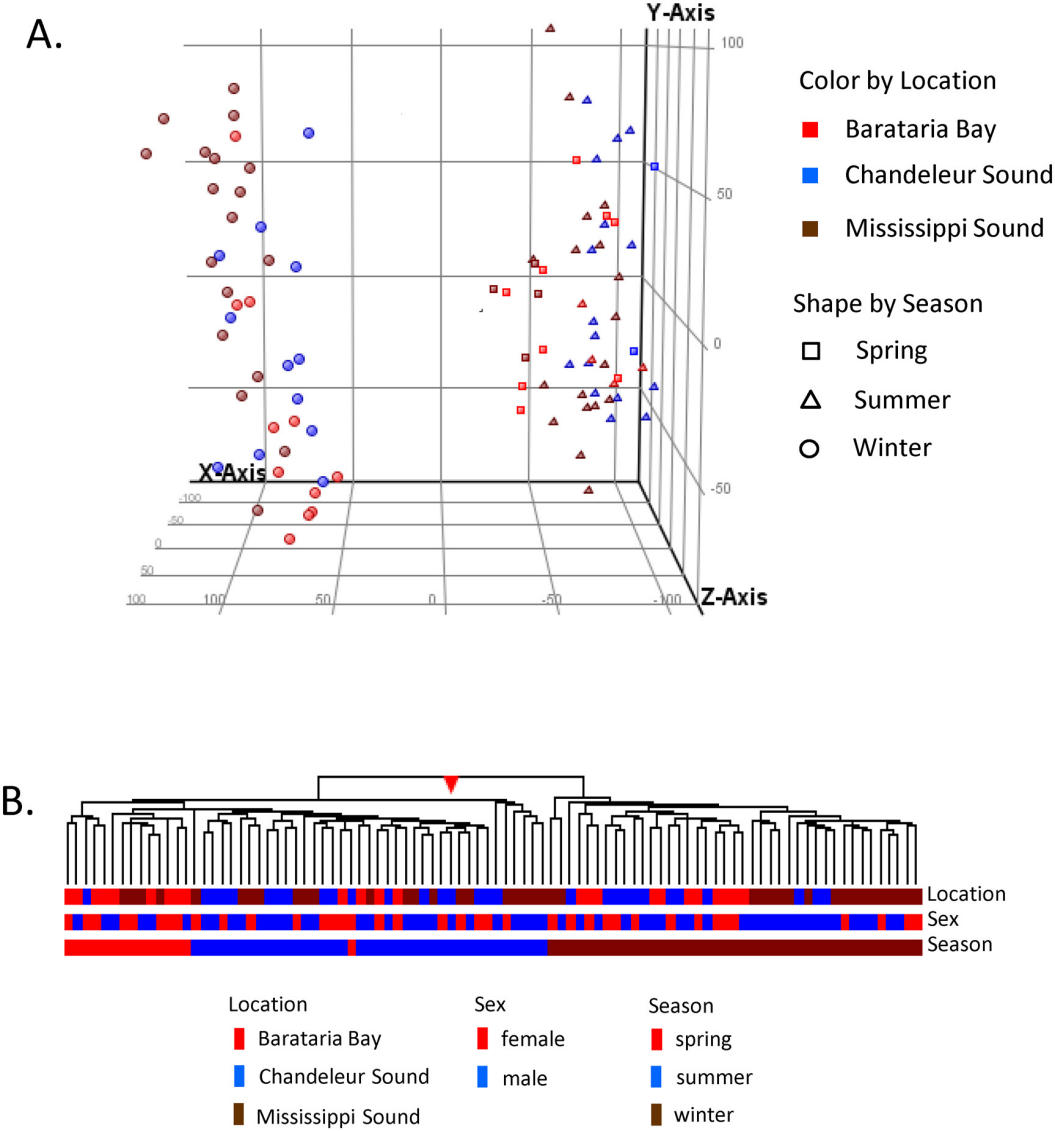
A. Principal component analysis on all 94 microarrays shows complete separation of winter samples from all others, with no apparent segregation according to location. B. Unsupervised hierarchical cluster analysis of the normalized array data similarly shows complete separation of winter samples from the warmer seasons.

Unsupervised hierarchical cluster analysis similarly showed complete stratification of gene expression profiles according to season, with winter samples clustering separately from spring and summer samples (Fig 2b). 

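Cortistatin (AM-3887) averaged 3.19 ± 0.19 (SD, n=5) in winter 2010 and 2.40 ± 0.30 (n=36) in winter 2011. In the warmer seasons it averaged -0.22 ± 0.36 (n=15) in spring 2010, -0.80 ± 0.17 (n=14) in summer 2010 and -0.73 ± 0.28 (n=24) in summer 2011. HSDL2 (AM-8221) changed in the opposite direction, with -2.95 ± 0.69 and -2.38 ± 0.51 in the 2 winters, 0.21 ± 0.31 in spring 2010 and 0.54 ± 0.18 and 0.55 ± 0.38 in the 2 summers. Clustering of all samples by Ward's method on Euclidean distances gave a cluster of 41 winter samples and a cluster of the 53 spring and summer samples, with 0 samples on the other side. The same 2 clusters appeared with average linkage, with correlation as the distance and with probes scaled to unit variance.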

Neither sex nor location showed significant clustering. To explore the basis for this strong seasonal difference, we performed a moderated T-test to identify only those probes significantly differentially expressed between winter and other seasons. This resulted in 5443 gene probes (24.7%) significantly different in winter (p<0.01, fold change ≥1.5), relative to the other seasons (S3 Table). 

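The probe for 60S ribosomal protein L27a-like (AM-19101) had the largest change of all named probes, rising from -2.27 ± 1.41 (SD, n=53) in spring/summer to 4.33 ± 0.34 (n=41) in winter, a log2 change of 6.60 (SE 0.22). The histone methyltransferase SETD7 (AM-10177) was 8.08-fold higher in winter, the Ras activator RASGRP2 (AM-16583) 8.01-fold, ornithine decarboxylase (AM-28158), which starts polyamine synthesis, 7.78-fold, and uridine phosphorylase 1 (AM-7465), of pyrimidine salvage, 6.42-fold. Hemoglobin subunit epsilon-like (AM-19964), an oxygen-binding globin, was 6.34-fold higher, and vitamin K-dependent protein C (AM-13603), an anticoagulant protease, 5.87-fold. HSPB1 (AM-1309) fell by 4.49 (SE 0.16, adjusted p = 5.9e-45 from limma), the largest fall among named probes, from 1.07 ± 0.88 in spring/summer to -3.42 ± 0.68 in winter. Lower in winter were also the probe described as acyl-coenzyme A very long chain (AM-8151; 15.1-fold), sarcospan (AM-7262; 14.0-fold), of the dystrophin complex in cell membranes, cytochrome b alpha (AM-2582; 12.6-fold), a membrane heme protein, and transcription elongation factor TCEA3 (AM-11196; 9.30-fold). An MHC class II probe (AM-648), for antigen presentation, was 11.2-fold lower in winter (SE 0.38 log2 units), and 15 of 41 winter samples were below all other samples. For the L27a-like probe and desmoglein 2 (AM-6544; 5.15-fold higher in winter), an adhesion protein of desmosomes, each winter sample was above each of the other samples. Limma called 7476 of 24418 probes, and 18910 had an unadjusted p under 0.05. In a test with simulated changes, 50 of 50 probes changed 2-fold and 21 of 50 changed 1.5-fold were called. A 1.5-fold change is the limit for a call itself, so part of these probes miss it whatever the number of samples. The count was 16815 without the limit on fold change and 3239 with a limit of 2-fold. The S3 Table, from which the names come, lists called probes only, so the largest changes among probes without a name are not described here.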

Gene ontology enrichment analysis (Fishers exact test, FDR 0.05) found the following GO process terms over-represented: nuclear envelope organization, nuclear migration along microfilament, protein localization to nucleus, fibroblast migration, positive regulation of endothelial cell proliferation, purine nucleobase metabolism, retrograde axon cargo transport, and protein oligomerization. Of these, 2960 genes were more highly expressed in spring/summer, while 2483 genes had higher expression in winter. 

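Proteasome probes were mostly higher in winter, with 22 of 27 higher and 4 lower. The 26S regulatory subunit PSMD4, a ubiquitin receptor, rose by 1.27 log2 units (SE 0.046) at AM-14149, whereas PSMD7 (AM-7757), of the lid of the particle, fell by 1.90. Of 18 probes for cytosolic ribosomal proteins 14 were lower in winter and 4 higher, which turned to 1 lower and 4 higher after scaling to the spike-in spots, while of 21 for mitochondrial ribosomal proteins 13 were higher and 8 lower, or 13 and 3 with that scaling. Probes for oxidative phosphorylation (33 in all) were divided into 13 higher and 18 lower, and into 14 and 3 with that scaling. Heat shock proteins and chaperones (19) were divided into 8 higher and 10 lower, into 8 and 7 after quantile normalization and into 8 and 3 with the spike-in scaling. Of 6 probes for aminoacyl-tRNA synthetases 3 were higher and 3 lower, or 3 and 1 with the spike-in scaling. Enzymes of fatty acid oxidation (6 probes) were lower for 5 and higher for 1 (2 and 1 with the spike-in scaling), and among them the enoyl-CoA delta isomerase (AM-4336) fell by 1.79. All 5 probes of sterol and fatty acid synthesis were lower in winter, among them LCAT (AM-13105), which esterifies cholesterol (-1.99, SE 0.076), and FDPS (AM-26094), of the mevalonate pathway (-0.955, SE 0.085), and 1 was called after scaling to the spike-in spots. When adjusted over the list alone, each of these counts was the same, and since the lists hold probes named through the study's own tables of called probes, they are not independent of them. Across all probes limma called 3030 higher and 4446 lower in winter, and the median change of all probes was -0.12. After quantile normalization 3846 were higher and 3487 lower, so the larger side changed. Scaling to the spike-in spots, added after the data were seen, moved the median change to 0.48 and gave 10198 higher and 1469 lower. Proteasome probes were 23 higher and 2 lower with that scaling. The paper does not state whether spike-in RNA was added, so these counts do not show that the directions in the authors' scaling are wrong. Of 84 named probes followed across the settings, 0 reversed and 14 lost their call with the spike-in scaling.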

The GO process terms over-represented in the set more highly expressed in summer mirror those of the whole set (S4 Table). In contrast, GO processes enriched in the gene probes more highly expressed in winter included: regulation of glucose transport, seryl-tRNA aminoacylation, and regulation of ketone metabolic process. Overall, the GO term enrichment analysis suggests seasonal differences in cell proliferation and cell migration/maturation, which likely reflect decreased metabolic rate and rate of regeneration of skin in winter as compared to warmer months. 

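All 6 named probes of cell division were higher in winter than in spring/summer. Survivin (BIRC5, AM-20796), of the chromosomal passenger complex, was higher by 1.49 log2 units (SE 0.15), and 39 of 41 winter samples were above the spring/summer mean. The kinetochore genes CENPQ (AM-20848), NSL1 (AM-21149) and CENPC1 (AM-22579) were higher by 0.97, 0.90 and 0.73, and cyclins B3 (AM-21843) and B2 (AM-26026), which drive mitosis, by 0.76 and 0.62. All 14 probes of the nuclear envelope were lower in winter, of which 13 are for nesprin-2, a protein that ties the nucleus to actin, with fold changes between 2.25 and 2.90. Among 10 probes for keratins, desmosomes and the cornified envelope, desmoglein 2 (AM-6544) and involucrin (AM-17463; 1.09) were higher, and 7 were lower, or 2 after scaling to the spike-in spots, including dystonin (AM-11963; -1.36), which anchors keratin filaments. These counts were the same when adjusted over the list alone, and they rest on probes named in the study's tables of called probes. In tier 1, with 5 winter samples, 3 of the 6 cell division probes were called, survivin (0.62) was not, and 1 probe changed sign. From the enriched gene ontology terms the paper proposes that cell proliferation and migration or maturation differ between seasons and that metabolism and renewal of the skin slow down in winter. The enrichment was not analysed here, because the annotation of other probes was not used here.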

Since the epidermis lies outside of the thermal protective blubber layer in dolphins, it experiences significant changes in temperature between seasons. For example, in Sarasota Bay, FL, where water temperatures range seasonally from 11–33°, the skin surface temperature in bottlenose dolphins varied from 18.1 ± 0.4°C in winter to 30.8 ± 0.2°C in summer [37]. Although measurements of skin temperature are not available for the current study, the lowest water temperature recorded during the winter sampling was 7.8°C, while the highest temperature recorded during the summer sampling was 34.2°C.

### Skin Transcriptome Profiles in Spring vs Summer 2010

In addition to the substantial differences between winter and the warmer seasons, the hierarchical cluster also suggests some differences between spring and summer skin gene expression profiles (left hand cluster, Fig 2b). In general, the expression levels observed in spring are intermediate between those of summer and winter. 

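TCEA3 (AM-11196), a transcription elongation factor, averaged 0.79 ± 0.45 (SD, n=14) in summer 2010, 0.06 ± 0.47 (n=15) in spring 2010 and -2.71 ± 0.57 (n=5) in winter 2010. The acyl-coenzyme A very long chain probe (AM-8151), named for fatty acid metabolism, had means of 0.74 in summer 2010, 0.06 in spring 2010 and -5.05 in winter 2010. In both cases spring lay closer to summer than to winter. Summer and winter, without the spring samples, differed at 7804 probes, and for 5810 of them (74.5%) the spring mean lay between the means of summer and winter. For 1920 probes spring was beyond summer and for 74 beyond winter. On a scale with the winter mean at 0 and the summer mean at 1, spring had a median position of 0.822 over these probes, with quartiles of 0.655 and 0.996. All 15 spring samples belong to 2010 and to tier 1, whereas summer and winter come from both years.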

In order to remove the overarching effect of winter on the analysis, we compared expression profiles only in samples collected in May (Spring, presumed pre-oil) and August-September 2010 (Summer, presumed oil exposed). Barataria Bay and Mississippi Sound were sampled in early-mid May prior to oil reaching the coast. Chandeleur Sound, however, was not sampled until May 24–28, by which date the dolphins sampled may have been exposed to oil, based on oiling maps compiled by synthetic aperture radar mapping [38], although no overt oiling was apparent on or in the vicinity of the dolphins at the time of sample collection. Additional dolphins were sampled from the same three sites in August-September, three to four months following the initial oiling in these locations. 

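Summer 2010 skin (n=14) was compared with spring 2010 skin (n=15). An MHC class II probe (AM-648), for antigen presentation, was higher in summer by 2.03 log2 units (SE 0.52, adjusted p = 0.0077 from limma), with 13 of 14 summer samples above the spring mean. Sarcospan (AM-7262) was higher by 1.30 (SE 0.23), the sodium/calcium exchanger NCX1 (AM-20865) by 1.22 (SE 0.19) and the lysosomal protease cathepsin L (AM-2323) by 1.03 (SE 0.22), each above the spring mean in 14 of 14 summer samples. The L27a-like ribosomal probe (AM-19101) fell by 2.52 (SE 0.26, adjusted p = 1.6e-07), and RASGRP2 (AM-16583; -1.47), the cleavage and polyadenylation factor CPSF6 (AM-25804; -1.43) and uridine phosphorylase 1 (AM-7465; -1.42) were also lower in summer. Of 9 probes for macrophages, Langerhans cells and MHC class II, 5 were higher in summer and 0 lower, among them the low affinity Fc receptor (0.98), complement C1q B chain (0.86) and LY96 (0.63), the partner of TLR4. Of the 62 probes for LINE-1 and retroviral sequences, which may detect many genomic copies, 4 were higher and 4 lower (5 and 4 when adjusted over the list alone). Both lists hold probes named through the study's tables of called probes, so they are not independent of them. Limma called 569 probes, 243 higher and 326 lower in summer, and 6669 had an unadjusted p under 0.05, while after quantile normalization 364 were higher and 275 lower. Without the pregnant females the count was 316, within Barataria Bay 239 and within Mississippi Sound 51. A limit of 2-fold left 169 probes, and 1733 passed without a limit on fold change.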

Three hundred ninety-one probes (1.8%) were differentially expressed between the spring and summer samples (moderated T-test, p<0.01, 1.5 Fold-change; S5 Table). GO process terms “somatic muscle development” and “regulation of actin filament” were enriched among this probe set. When those more highly expressed in spring (204) are considered separately, the GO process terms “muscle filament sliding” and “muscle organ development” were enriched, in addition to the GOs identified in the whole set. 

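Probes for skeletal muscle proteins were lower in summer 2010 than in spring 2010 for 8 of 15 (9 when adjusted over the list alone), and 0 were higher. The list holds 9 probes for nebulin, which spans the thin filaments of muscle, and 3 for titin, which spans the sarcomere. Nebulin fell by 0.76 log2 units (SE 0.17, adjusted p = 0.0026 from limma) at AM-8597. The mean of the 15 probes was 0.80 ± 0.30 (SD, n=15) in spring and 0.20 ± 0.35 (n=14) in summer (permutation test, p = 2e-05), and 14 of 15 spring samples were above the summer median. Barataria Bay fell from 0.74 (n=9) in spring to 0.09 (n=4) in summer, and Mississippi Sound from 0.83 (n=4) to 0.22 (n=5). In winter the mean of these probes was -0.83 (n=5) in 2010 and -0.33 (n=36) in 2011, with 11 of 15 probes lower than in spring/summer, 1 higher and 3 not called, turning to 3 lower and 2 higher after scaling to the spike-in spots. For the 7 probes that are not in the S5 Table the difference between spring and summer was 0.33 (permutation test, p = 0.0065). The others are in that table as called between these periods, so the test over all 15 is not independent of it. The share of muscle in the biopsies was not measured.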

No significant GO enrichment was found among probes more highly expressed in summer (187). Interestingly, the two potentially oil-exposed females sampled from Chandeleur Sound on May 27 and 28 clustered with the summer animals (Fig 3, boxed). This suggests that some of the differences in their expression profiles could reflect oil exposure and not solely seasonality; however, the small sample size (n = 2) from Chandeleur Sound in May precludes any conclusive interpretation.

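The 2 females sampled in Chandeleur Sound on May 27 and 28 had AKR1C1 values (AM-13772), for a reductase of ketosteroids, of -0.74 and -0.9997, compared with a mean of -0.09 over all spring samples. Their values for MGST3 (AM-6262), a microsomal glutathione transferase, were 0.37 and 0.67, compared with 0.15. Over 674 probes that limma called between the other 13 spring samples and the 14 summer samples, the 2 females lay at 0.484 and 0.666 on a scale with the other spring samples at 0 and the summer samples at 1. The other spring samples lay between -0.302 and 0.226 and the summer samples between 0.744 and 1.16, but these samples had also served to choose the probes. When each was scored with probes and means taken without it, a test added after the values were seen, spring samples reached 0.295 and the lowest summer sample had 0.654, so 1 of the 2 females lay between the groups and the other at the edge of summer. Ward clustering on these 674 probes placed 2 of 2 females with the 14 summer samples. With the 569 probes called between all spring and all summer samples, Ward and average linkage placed 0 of 2 with them. The females were the only spring samples from that site and the latest of spring, so site, date and oil exposure cannot be told apart. From the clustering the paper proposes that oil, beside season, could have shaped the profiles of these females, and calls the sample too small to conclude.

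**Figure D1:**
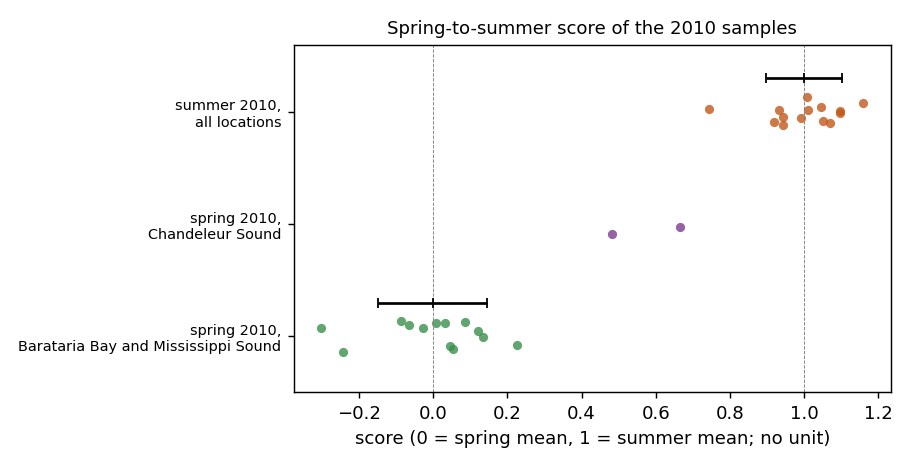
Position of the 29 samples of spring and summer 2010 on a scale from the mean of the other spring samples (0) to the mean of the summer samples (1), over 674 probes. The probes were chosen with all samples shown except the 2 Chandeleur Sound spring females, which sit at 0.484 and 0.666.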

**Fig 3:**
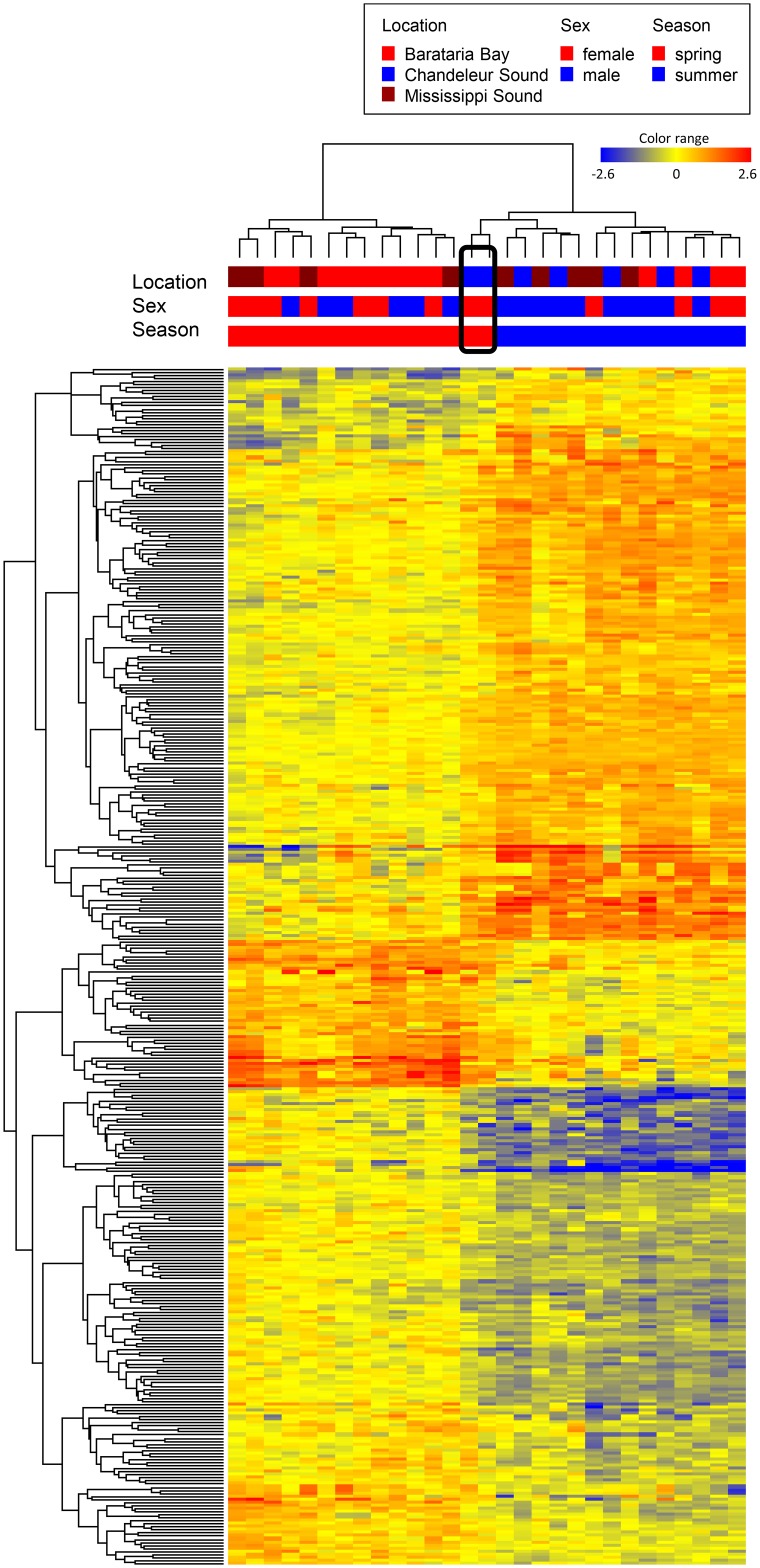
Two-dimensional hierarchical cluster analysis of 391 probes differentially expressed in 29 samples collected from spring and summer 2010 (pre- and post-oiling) (p<0.01, fold change ≥1.5). Spring Chandeleur Sound (boxed) animals cluster with the summer expression profiles. Heat map color is relative to the median intensity for each probe: red is increased, blue is decreased, log_2_ scale.

### Transcriptome Expression in Summer 2010 vs Summer 2011

Using the same significance criteria above (moderated T-test, p<0.01; 1.5-fold change), gene expression between summers was found to be quite stable, with only 52 gene probes (0.2%) differing in expression between pooled samples from all locations during summer 2010 and summer 2011 (S6 Table). Among these, only 16 were annotated (Expect values <1e-07) and no significant enrichment of GO processes was observed.

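The probe for serine acetyltransferase (AM-5951) had the largest change among named probes and fell by 2.73 log2 units (SE 0.42, adjusted p = 7.5e-05 from limma) from 2.66 ± 2.03 (SD, n=14) in summer 2010 to -0.07 ± 0.56 (n=24) in summer 2011. The mitochondrially encoded subunits ND2 (AM-3764) and COX3 (AM-1323) of the respiratory chain rose by 0.87 (SE 0.19) and 0.71 (SE 0.17). ND2 went from -0.57 ± 0.94 to 0.305 ± 0.23, and its spread in summer 2010 was larger than the change. The methyl-DNA binding protein ZBTB38 (AM-4001) rose by 0.83 (SE 0.11), the glycosylation enzyme subunit DDOST (AM-27819) by 0.73 (SE 0.11) and the chromatin protein PHIP (AM-13937) by 0.69 (SE 0.10). The deubiquitinase USP13 (AM-8465) fell by 0.66 and GMP reductase 1 (AM-26719), of purine salvage, fell by 0.60. Of 27 proteasome probes 1 was higher in 2011, and of 10 for keratins, desmosomes and the cornified envelope 1 was higher, desmoplakin (AM-16748; 0.65), which anchors keratin to desmosomes. Limma called 244 probes, 166 higher and 78 lower in summer 2011, and 6663 had an unadjusted p under 0.05. The count was 45 with a limit of 2-fold, 446 with site and sex in the fit, 663 after scaling to the spike-in spots, 93 with the negative control spots as a covariate, 27 within Chandeleur Sound and 12 within Mississippi Sound. The summers belong to different tiers, so year and processing change together. Part of summer 2010 was sampled in September and all of summer 2011 in August, so month differs too. From the number of called probes the paper concludes that skin expression was stable between the summers.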

### Seasonal Variation in Persistent Organic Contaminants

Bottlenose dolphin blubber represents the lipid-rich hypodermis, and is the primary site for accumulation of lipophilic contaminants, accounting for >90% of the total body burden [36]. It is therefore often used to estimate contaminant exposure. Because females offload significant amounts of contaminants to their young through lactation [39], blubber contaminant concentrations are often monitored in males as a means to assess cumulative exposures. However, in all animals blubber undergoes seasonal changes in composition through the accumulation and mobilization of lipid stores from adipocytes. A decrease in lipid content of the blubber, due to temperature, starvation, or disease, is accompanied by a selective redistribution of a portion of these stored contaminants to the blood and other tissues [40, 41]. A recent survey of POPs (PCBs, chlordanes, dieldrin, Mirex, DDTs, BDEs, HCB, endosulfan) conducted on 175 male dolphin biopsies from the northern Gulf of Mexico [39] included all but two of the male animals in the current study. Among these animals, the ∑POPs in the blubber was significantly higher in spring/summer than in winter (S1 Table): 77.6 ± 37.5 μg/g lipid in spring/summer versus 37.3 ± 23.0 μg/g lipid in winter (t-test; p<0.0001), with all POPs classes following similar trends. 

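Blubber POPs in the S1 Table were lower in 25 winter males, which ranged from 11.7 to 111 μg/g lipid, than in 29 spring/summer males, which ranged from 25.1 to 185 (permutation test, p = 1e-05, the smallest that the permutations can give). In tier 2 the means were 38.5 ± 23.7 (SD, n=23) in winter and 82.5 ± 32.5 (n=14) in summer (permutation test, p = 2e-05). In tier 1 they were 24.1 (n=2) and 73.1 (n=15), a difference that did not pass an exact permutation test (p = 0.12). The ranges of the 2 seasons overlapped.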

Concurrently, the blubber lipid content was 20% lower in spring/summer than in winter: 29.7 ± 6.44% in spring/summer versus 36.88 ± 8.88% of the total blubber mass in winter [39]. These observations led us to investigate how much of the seasonal changes in epidermal gene expression might be attributed to changes in the contaminant burden in the deep dermal layers. PCA was used to explore these relationships in 56 male dolphins. As observed above for the entire dataset, a complete separation of gene expression profiles from winter animals and spring/summer males was found, with the first principal component accounting for 33.3% of all variance in the data (Fig 4a). ∑POPs in the blubber (μg/g lipid) had a significant correlation (r = 0.54; p<0.0001) with the first principal component (Fig 4b), which was mirrored by a negative correlation between %lipid and the first principal component (r = -0.57; p<0.0001) (Fig 4c). 

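The 26 winter males and the 30 spring/summer males lay apart on PC1, winter from -143 to -57.0 and spring/summer from 45.3 to 100. SETD7 (AM-10177), a histone methyltransferase, rose in winter by 3.02 log2 units in males alone and by 3.02 in females alone. TCEA3 (AM-11196), a transcription elongation factor, fell by 3.23 in males, and in females it fell by 3.19. Limma called 3118 probes higher and 4590 lower in winter in males, of which 2589 and 3741 were also called in females, compared with 369.5 and 791.8 expected by chance. PC1 held 31.0% of the variance of the scaled probes in males. With PC1 in a pair of separate clusters, a correlation over all males may reflect the difference between seasons, and none was computed here over both seasons.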

When reported as μg/g wet weight blubber, the relationship does not change (r = 0.54, p<0.0001). However, correlation does not infer a causative relationship between ∑POPs and global gene expression. When males from within a season were analyzed separately by PCA, 22.7% (winter) or 20.7% (summer) of the variance was explained by the first principal components; however, there was no significant correlation between PC1 (or PC2 or PC3) and ∑POPs in the blubber in either season (Fig 5). 

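Blubber POPs of 25 winter males ranged from 11.7 to 111 μg/g lipid and did not correlate with PC1 of winter skin (r = 0.18, permutation p = 0.40, adjusted 0.40 over the 3 components; rho = 0.11, p = 0.59, adjusted 0.59; r = 0.28 without the 2 farthest males). For 23 summer males PC1 did not correlate either (r = -0.054, permutation p = 0.80, adjusted 0.92 over the 3 components; rho = 0.033, p = 0.88, adjusted 0.88; r = -0.28 without the 2 farthest males). In winter the males with more POPs had a higher rank on PC2 (rho = 0.50, permutation p = 0.013, adjusted 0.039), while Pearson's r passed only without the 2 farthest males (r = 0.57, unadjusted p = 0.0047, compared with r = 0.32, p = 0.13, adjusted 0.38, with them). Without scaling of the probes the rank correlation was 0.40 (adjusted p = 0.16), and with ranks centred on the sites it was 0.22 (p = 0.35). Among the sites rho was 0.71 in 7 males of Chandeleur Sound (exact permutation test, p = 0.089) and -0.099 in 13 males of Mississippi Sound. Within tier 2, r with PC1 was 0.101 in 23 winter males and 0.109 in 14 summer males. PC1 held 20.8% of the variance in 26 winter males and 19.4% in 24 summer males. From the lack of a correlation within seasons the paper proposes that stored POPs may be refractory metabolites that do not induce detoxification genes in the epidermis. It also names low exposure of the epidermis or weakly inducible pathways as possible, and its summary leaves the reason open.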

The absence of a correlation between global gene expression in the epidermis and ∑POPs in the blubber may reflect the fact that the stored POPs found in blubber, and mobilized seasonally to other tissues, consist largely of refractory metabolites that have already been processed through the phase I and phase II detoxification pathways; therefore, when mobilized these compounds do not present substrates that would elicit the induction of canonical detoxification pathways. It is also possible that the epidermis is not exposed to sufficient amounts of circulating contaminants in the blood to induce a transcriptomic response, or that the xenobiotic pathways in dolphin epidermis are not highly inducible by systemic sources.

**Fig 4:**
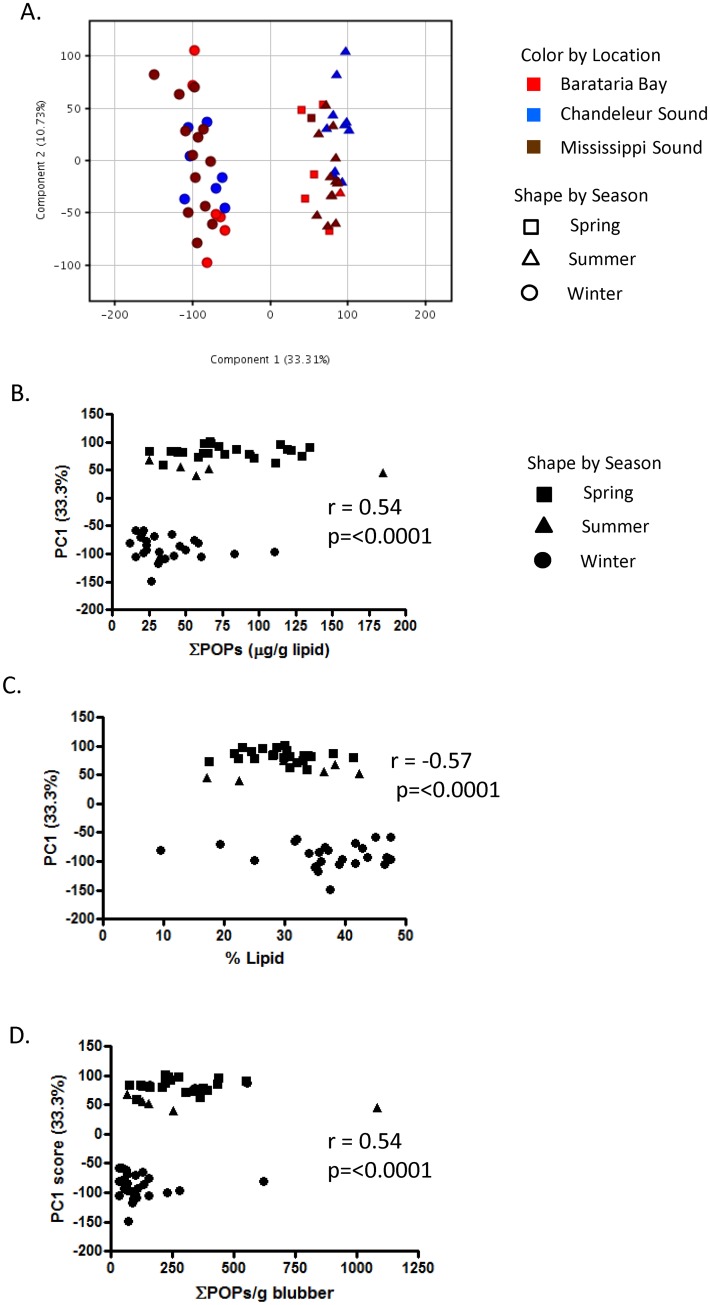
A. Principal component analysis of 56 males shows complete separation between winter samples (circles) and those from spring (squares) or summer (triangles). B. A significant positive correlation (Spearman rank) exists between PC1 sample scores and ∑POPs in blubber. C. An equivalent negative correlation exists between blubber % lipid and PC1. D. ∑POPs reported on a blubber wet weight basis has the same correlation as lipid normalized ∑POPs.

**Fig 5:**
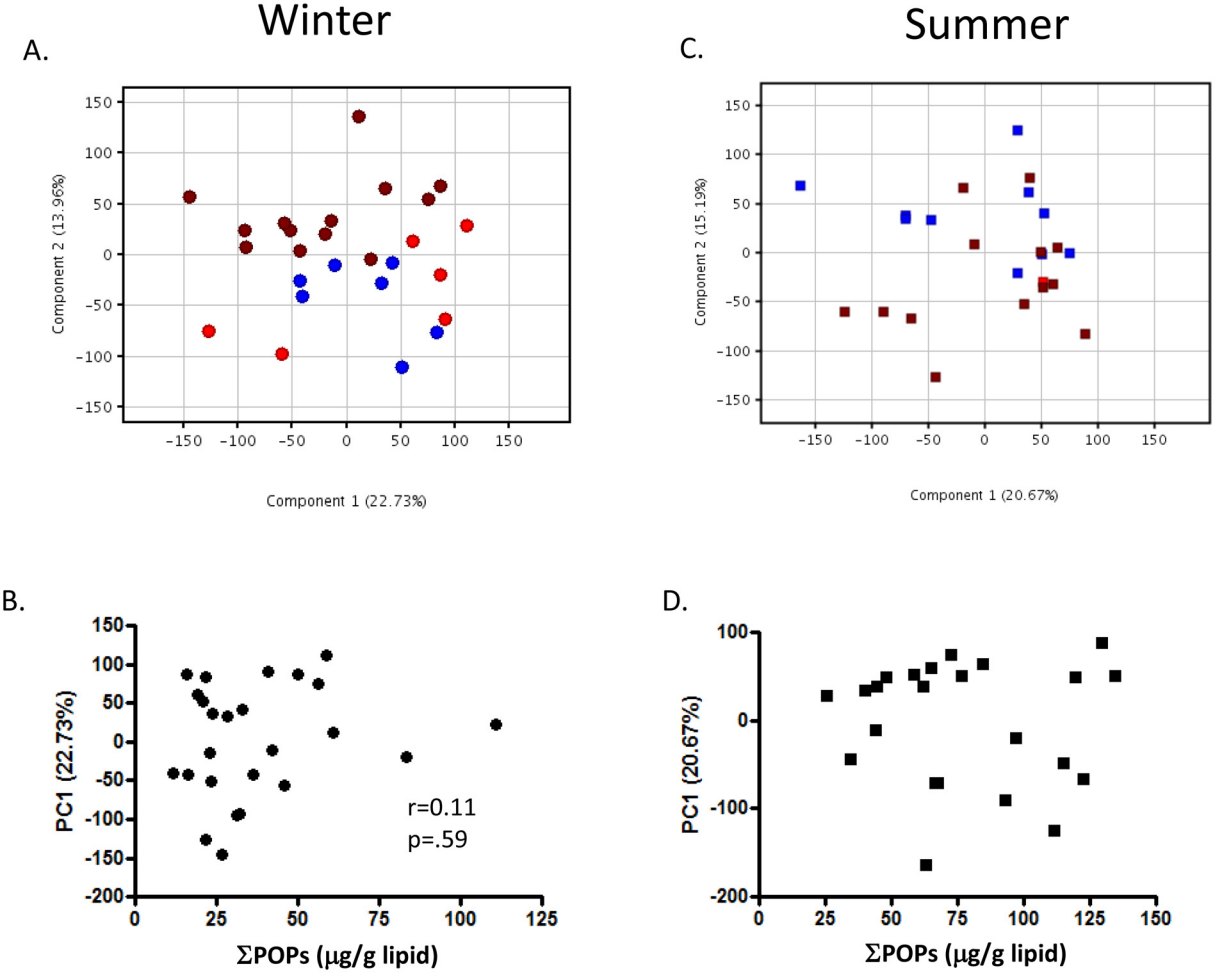
Principal components analyses on males from within a season: winter (A), summer (C). Within a season, there is no significant correlation (Spearman rank) between ∑POPs in blubber (μg/g lipid) and the PC1 scores, which are responsible for 22.7% (winter, B) and 20.6% (summer, D) of the total variance in the gene expression profiles. Symbols: red—Barataria Bay, blue—Chandeleur Sound, brown—Mississippi Sound.

### Response of Xenobiotic Pathway Components on the Microarray

Given the absence of a correlation between blubber contaminant levels and global gene expression in skin, we next queried specifically the expression profiles of genes involved in xenobiotic pathways, which might be responding to new chemical exposure, particularly oil associated compounds such as polycyclic aromatic hydrocarbons, known to induce the aryl hydrocarbon receptor and p540 mediated detoxification. There is currently little information on the expression of xenobiotic pathways in the dolphin epidermis. Cyp1A1 protein, the most widely studied biomarker of exposure to organic contaminants in cetaceans, was found to be expressed primarily in the endothelial cells of the arterioles and capillaries of the middle and deep blubber layers, as assessed by immunohistochemistry, but was not detected using this method in epidermal *basale*, *spinosum*, or *corneum* layers (lipokeratinocytes) or melanocytes of the epidermis [8]. However, Cyp1A1 transcripts are expressed in the epidermis as measured by qPCR (J. Stegeman, pers. comm.). In killer whales, both skin and blubber express mRNA for a number of nuclear receptors known to activate Cyps and other xenobiotic pathway genes, including the aryl hydrocarbon receptor (AhR), thyroid receptor (TR), retinoid x receptor (RxR), and glucocorticoid receptor (GR) [11]. Similarly, striped dolphins (*Stenella coeruleoalba*) express mRNAs encoding AhR, Cyp1A, Cyp2B, and ER in skin biopsies [42].

Better studied, human epidermis expresses an abundance of different phase I and phase II detoxification enzymes, including Cyps, glutathione transferases, sulfotransferases, and epoxide hydrolases [43,44,45]. Although a large variety of CYPs are found in human epidermis, a recent proteomic profiling study found their expression levels to be about 300-fold lower than found in liver, the main organ for detoxification of xenobiotics [46]. However, the presence and expression levels of Cyps in skin appear to be species dependent; for example, rodent skin expresses significantly higher levels than human skin. The dolphin microarray used in the current study contains 12 probes representing 8 Cyp family members, but does not have probes for the AhR or for AhR-dependent genes Cyp1A, Cyp1B or Cyp2B classically induced by POPs and oil-associated hydrocarbons. Cyp2E1, inducible by alcohol and benzene, is represented on the array by two probes and is reported in human skin [45], but was non-detectable on the array in dolphin skin. The Cyp3A family is represented by 5 probes with top blast hits to Cyp3A29 and Cyp3A89. Cyp3A29 is a homolog of human Cyp3A4, which is activated by PXR, a mediator of xenobiotic responses, and IFNα known to induce antiviral mechanisms and immune responses [47]. Cyp3A89 was described from the horse genome sequence; its activity remains to be fully characterized. Three Cyp4 family members present on the array, Cyp4F4, Cyp4F6, and Cyp4V2, were expressed in dolphin skin. Like other Cyp4 family members these genes are likely to be involved in the homeostasis of fatty acids and fatty acid derived inflammatory mediators [48]. Cyp26A1, involved in retinoic acid metabolism and present on the array, was non-detectable in the dolphin skin samples.

We queried the relative expression of genes that mapped to KEGG pathway “Metabolism of xenobiotics by cytochrome p450”, which included the Cyp3 family and one Cyp4 family member discussed above. 

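Enzymes of xenobiotic metabolism changed with season in both directions. Of 11 named probes, 5 were higher and 4 lower in winter than in spring/summer (5 and 4 when adjusted over the list alone), and the probes come from the study's tables of called probes. Alcohol dehydrogenase class 3 (ADH5, AM-9057), which oxidizes a glutathione adduct of formaldehyde, was 2.64-fold lower in winter (log2 change -1.40, SE 0.068, adjusted p = 1e-35 from limma). Epoxide hydrolase 1 (EPHX1, AM-14411), which hydrolyses epoxides, was 2.36-fold lower (-1.24, SE 0.12, adjusted p = 3.2e-16). AKR1C1 (AM-13772) rose in winter by 2.61 in males and 2.26 in females, and GSTA1 (AM-12626), of glutathione conjugation, by 3.33 and 3.05. The direction was the same in the 2 sexes for 11 of 11 probes, and the smallest adjusted p of a difference between the sexes was 0.97 (limma). Between spring and summer 2010, 1 probe of the list was higher in summer and 3 were lower. After scaling to the spike-in spots 6 were higher and 3 lower in winter.

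**Figure D2:**
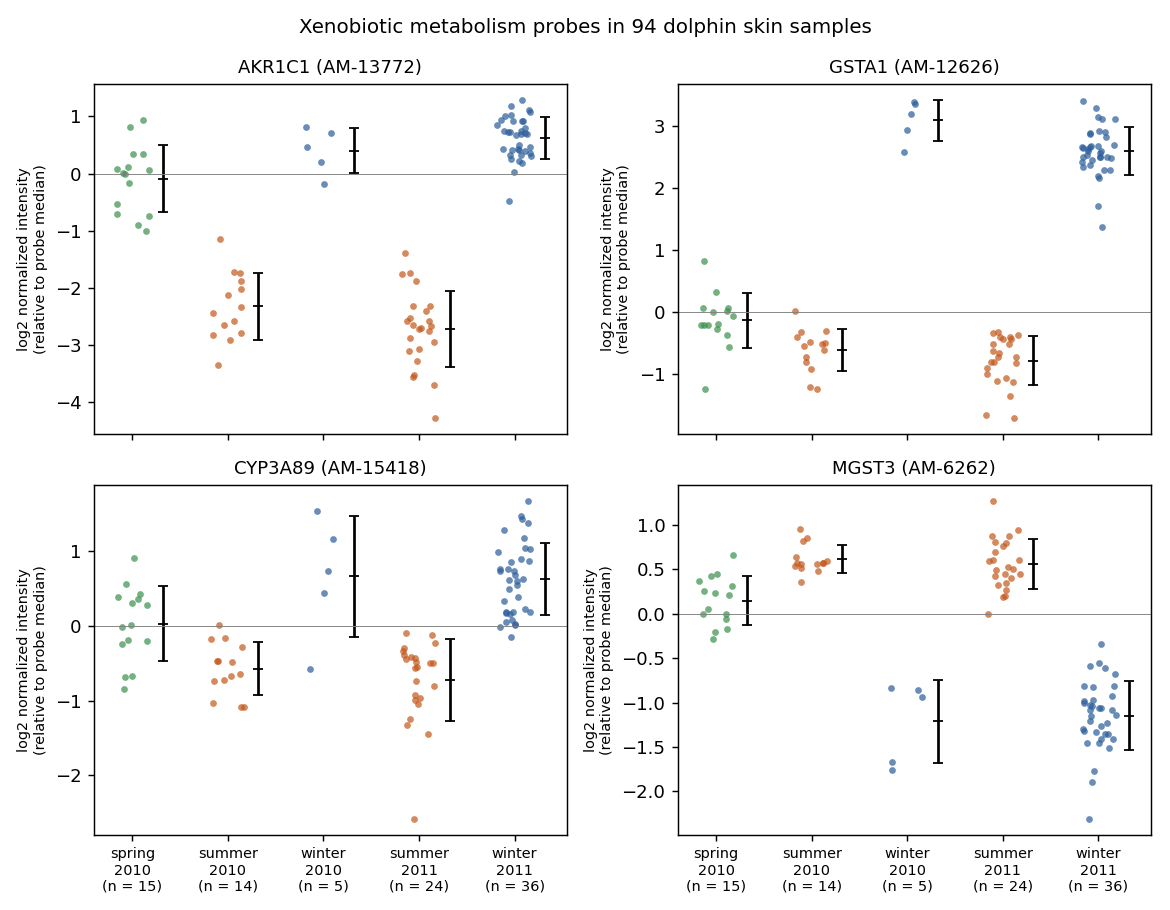
Log2 value, centred per probe, of AKR1C1, GSTA1, CYP3A89 and MGST3 in each of the 94 samples by sampling period, with mean and SD. AKR1C1, GSTA1 and CYP3A89 are higher in the winters than in the summers, and MGST3 is lower.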

There was a seasonal trend in the expression of many genes in this pathway (Fig 6), with similar patterns in both males and females. Generally the Cyp3A gene probes showed increased expression in winter relative to summer, whereas Cyp4F6-like did not show seasonal variation. 

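CYP3A89 (AM-15418), a monooxygenase of drugs and steroids, was 2.15-fold higher in winter than in spring/summer (log2 change 1.10, SE 0.11, adjusted p = 3e-15 from limma). It averaged 0.67 ± 0.81 (SD, n=5) in winter 2010 and 0.63 ± 0.48 (n=36) in winter 2011, compared with 0.03 ± 0.50 (n=15) in spring 2010, -0.57 ± 0.35 (n=14) in summer 2010 and -0.73 ± 0.55 (n=24) in summer 2011. Of 41 winter samples 40 were above the spring/summer mean. A probe for CYP3A29 (AM-14804) was 1.97-fold higher in winter (0.98, SE 0.11, adjusted p = 3.1e-13), with 39 of 41 above. A further cytochrome P450 probe (AM-13682) was 1.68-fold higher (0.745, SE 0.079). CYP3A89 also fell by 0.60 from spring to summer 2010 (adjusted p = 0.0096). The Cyp4F6-like probe carries no name in these tables and was not analysed here.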

Because there is considerable crosstalk between the xenobiotic pathway and metabolic pathways for glucocorticoids, steroids, and cytokines, interpretation of the xenobiotic pathway response, relative to seasonal changes in stored POPs or to the oiling event, is not straightforward.

**Fig 6:**
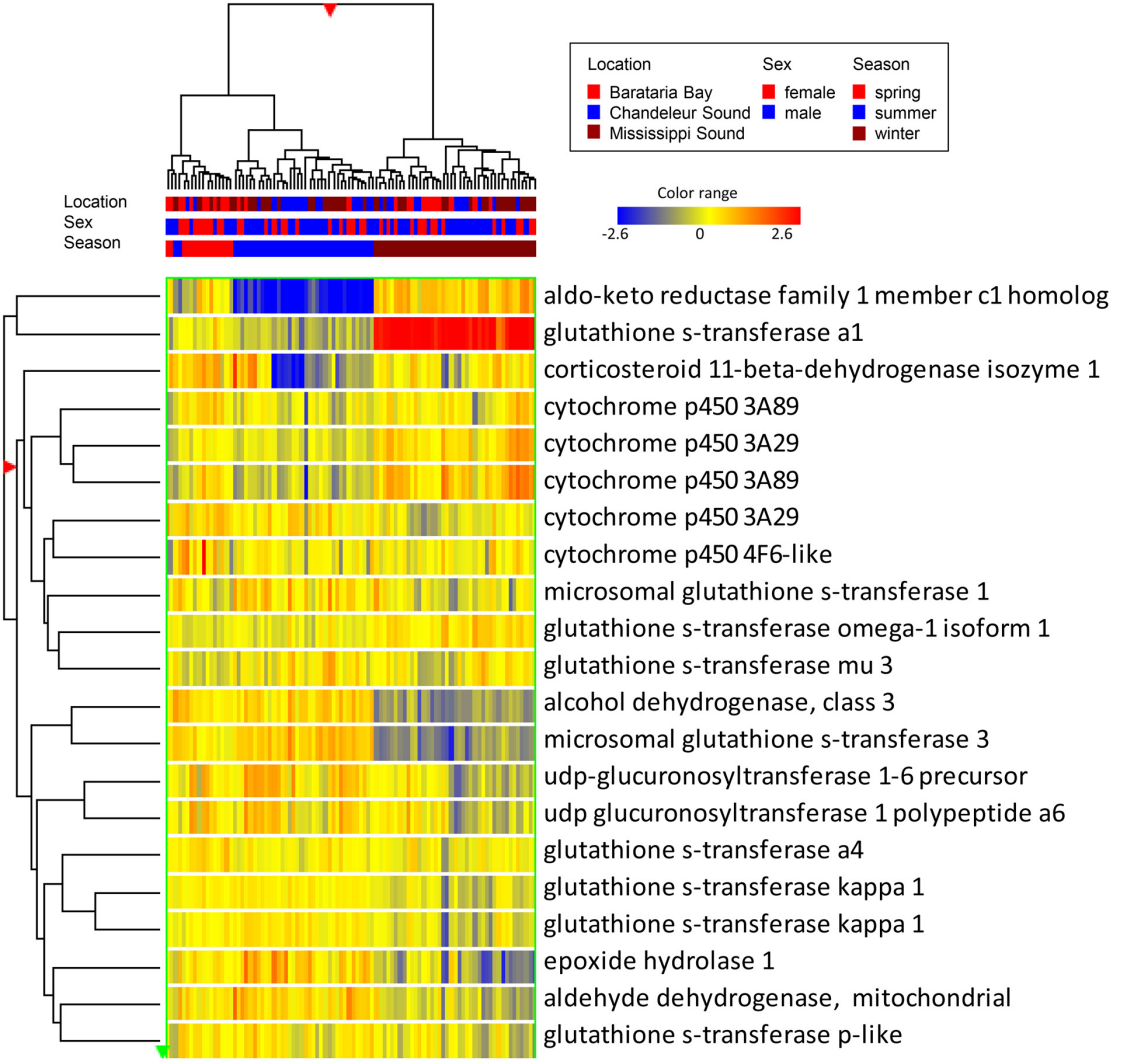
Hierarchical cluster of probes mapping to the KEGG pathway “Metabolism of xenobiotics by cytochrome p450”. Heat map color is relative to the median intensity for each probe: red is increased, blue is decreased, log_2_ scale.

The most robust seasonal changes in this pathway were seen in the expression of aldo keto reductase family 1 member C1 (AKR1C1), which showed strong down regulation in summer, when the POPs in the blubber are most concentrated and their distribution in blood and other tissues is expected to be highest. 

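AKR1C1 (AM-13772), a reductase of ketosteroids and other ketones, was 5.50-fold higher in winter than in spring/summer (log2 change 2.46, SE 0.21, adjusted p = 6.5e-20 from limma). It averaged -2.32 ± 0.59 (SD, n=14) in summer 2010 and -2.72 ± 0.67 (n=24) in summer 2011, compared with 0.40 ± 0.40 (n=5) in winter 2010 and 0.62 ± 0.37 (n=36) in winter 2011. Spring 2010 (-0.09 ± 0.59, n=15) was close to winter, and AKR1C1 fell 4.69-fold from spring to summer 2010 (-2.23, SE 0.21, adjusted p = 3.2e-08), with each of 14 summer samples below each spring sample. All 41 winter samples were above the spring/summer mean and 6 were above all spring and summer samples. From this fall while POPs in blubber are highest and after the oil reached the sites, the paper concludes that AKR1C1 does not respond here in the way known for polycyclic aromatic hydrocarbons.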

AKR1C1(also known as dihydrodiol dehydrogenase 1) is part of an AKR superfamily that catalyzes the reduction of aldehyde and ketone groups of various substrates to their corresponding alcohols. AKR1C1 mRNA is inducible by PAHs via an ROS-dependent pathway, rather than the AhR pathway [49]; however, its downregulation in the months following oil exposure is not consistent with PAH responsive activity. AKR1C1 also acts to convert progesterone to its inactive form, 20-alpha-hydroxy progesterone; thus its downregulation in summer might be anticipated to result in increased progesterone levels. However, blubber progesterone levels in males did not differ significantly between winter and summer (winter 0.47 ± 0.37 ng/g; summer 0.42 ± 0.29 ng/g) nor did males differ greatly from non-pregnant females during summer (0.39 ± 0.15 ng/g; winter levels were variable and higher). 

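Blubber progesterone, in the unit of the S1 Table (ng/mL there and ng/g in the text), was 0.426 ± 0.262 (SD, n=25) in winter males and 0.461 ± 0.327 (n=24) in summer males, which did not differ (permutation test, p = 0.68). Females that were not pregnant had 3.46 ± 7.21 (n=13) in winter, up to 25.2, and 0.394 ± 0.150 (n=11) in summer (permutation test, p = 0.21). In summer these females did not differ from males (permutation test, p = 0.53). Within tier 2, winter and summer males had 0.427 and 0.437 (permutation test, p = 0.91). The paper states that progesterone did not rise as AKR1C1, which inactivates it, fell.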

The role of AKR1C1 in skin is not well studied. In human keratinocytes, inhibition of AKR1C1 expression is caused by UV light exposure in an ROS-dependent manner and inhibition of its expression by siRNA leads to significant reduction in cell viability [50]. To our knowledge the seasonal expression variation of AKR1C1 has not been explored in any species.

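HSD11B1 (AM-15605), which makes cortisol from cortisone, fell 2.04-fold from spring to summer 2010 (log2 change -1.03, SE 0.26, adjusted p = 0.0067 from limma), and 13 of 14 summer samples were below the spring mean. It averaged 0.54 ± 0.48 (SD, n=15) in spring 2010, -0.49 ± 0.92 (n=14) in summer 2010 and -1.07 ± 1.44 (n=24) in summer 2011. In winter it averaged -0.68 ± 0.93 (n=5) in 2010 and 0.09 ± 0.49 (n=36) in 2011, so winter 2010 lay between the summers. Winter as a whole differed from spring/summer by 0.45 (SE 0.21, adjusted p = 0.048 from limma), which was not called. After scaling to the spike-in spots, added after the data were seen, it was called higher in winter. Within sampling periods HSD11B1 was lower in Chandeleur Sound than in Barataria Bay by 0.81 (adjusted p = 0.00093 from limma's F test over the 3 sites). Chandeleur Sound gave 2 of the spring and 5 of the summer 2010 samples, so site may enter the fall from spring to summer. In spring the 4 females that were not pregnant, 2 of them from that site, averaged 0.586 ± 0.158 (SD). The 5 pregnant ones, from the other sites, averaged 0.573 ± 0.72.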

A similar decrease in expression during the summer is seen in corticosteroid 11-β-dehydrogenase isozyme 1 (HSD11B1), which primarily converts cortisone to active cortisol. Human epidermal keratinocytes synthesize cortisol and regulate its synthesis and activity in response to wounding [51]. Cortisol has growth-inhibiting and/or pro-apoptotic effects; thus a decrease in epidermal HSD11B1expression during summer may be a protective mechanism against the negative effects of cortisol on cell proliferation during a season when epithelial regeneration may be especially important. 

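Blubber cortisol, headed ng/mL in the S1 Table and given as ng/g in the text, was 0.762 ± 0.597 (SD, n=25) in winter males and 0.814 ± 0.576 (n=24) in summer males (permutation test, p = 0.75). In females that were not pregnant it was 0.452 ± 0.279 (n=13) in winter and 0.447 ± 0.388 (n=11) in summer (permutation test, p = 0.97). Within tier 2, males had 0.767 (n=23) in winter and 0.653 (n=14) in summer (permutation test, p = 0.57). Spread within each season was larger than any of these differences.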

The decreased expression of HSD11B1in summer does not correspond with seasonal blubber cortisol levels, which are unchanged in males (0.83± 0.63ng/g winter; 0.80± 0.54 ng/g summer) or non-pregnant females (0.45 ± 0.28 ng/g winter; 0.45 ± 0.39 ng/g summer). Rather, it likely reflects local regulation within the epidermis. In addition to its role in glucocorticoid metabolism, corticosteroid 11-β-dehydrogenase acts as a phase I detoxification enzyme that can reduce carbonyl groups on a variety of xenobiotics [52], and thus it remains a candidate for xenobiotic activity in the epidermis.

Several members of the glutathione transferase family are represented on the array, including cytosolic GSTα1, GSTα4, GSTκ, GSTμ, GSTω, and GSTπ and microsomal GSTs 1 and 3. Glutathione transferases (GSTs) are phase II enzymes that conjugate xenobiotics and products of oxidative stress to glutathione, thereby increasing their polarity and availability for excretion. The expression patterns varied among different GST family members. 

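GSTA1 (AM-12626), a cytosolic enzyme that conjugates glutathione to electrophiles, was 9.29-fold higher in winter than in spring/summer (log2 change 3.22, SE 0.093, adjusted p = 1.3e-52 from limma). It averaged 3.08 ± 0.34 (SD, n=5) in winter 2010 and 2.59 ± 0.395 (n=36) in winter 2011. In the warmer seasons it averaged -0.14 ± 0.44 (n=15) in spring 2010, -0.62 ± 0.345 (n=14) in summer 2010 and -0.79 ± 0.40 (n=24) in summer 2011. Each of the 41 winter samples was above each of the 53 others.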

Most marked was the strong upregulation of cytosolic GSTα1 in winter. GSTα1 expression is regulated by the AhR, and its substrates include polycyclic aromatic hydrocarbons. In humans exposed to dioxins, both AhR and GSTα1are upregulated in the skin [53]. However, in addition to its role in xenobiotic metabolism, GSTα1 also has glutathione peroxidase activity and is responsive to endogenous products of oxidative stress. 

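MGST3 (AM-6262), a microsomal glutathione transferase and peroxidase, was 3.06-fold lower in winter than in spring/summer (log2 change -1.61, SE 0.073, adjusted p = 1.2e-37 from limma), and each of 41 winter samples was below all others. It averaged -1.21 ± 0.46 (SD, n=5) and -1.15 ± 0.39 (n=36) in the winters, 0.15 ± 0.27 (n=15) in spring 2010 and 0.61 ± 0.16 (n=14) and 0.56 ± 0.29 (n=24) in the summers. MGST1 (AM-13951), its relative in the same membranes, differed between winter and spring/summer by -0.38 (SE 0.11, adjusted p = 0.0013 from limma), below the limit on fold change. With scaling to the spike-in spots, added after the data were seen, this difference changed sign and was not called. From spring to summer 2010 it rose by 0.59 (SE 0.14, adjusted p = 0.0050).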

Microsomal GST3 had the opposite pattern, with strongly decreased expression in winter. The other GSTs showed no strong seasonal changes. UDP-glucuronosyl transferases, another family of phase II enzymes that conjugate substrates to glucuronic acid, showed somewhat lower expression in winter than in summer samples.

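UGT1-6 (AM-15711), which conjugates phenols to glucuronic acid, was 1.69-fold lower in winter than in spring/summer (log2 change -0.76, SE 0.11, adjusted p = 2.2e-09 from limma). It averaged -0.37 ± 0.47 (SD, n=5) in winter 2010 and -0.43 ± 0.58 (n=36) in winter 2011. In the warmer seasons it averaged 0.19 ± 0.53 (n=15) in spring 2010, 0.34 ± 0.63 (n=14) in summer 2010 and 0.41 ± 0.45 (n=24) in summer 2011. Of 41 winter samples 40 were below the spring/summer mean, although the change was about as large as the spread within a period. After scaling to the spike-in spots, added after the data were seen, the change was -0.16 and was not called. Other UDP-glucuronosyl transferases carry no name in the tables and were not analysed here.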

## Summary

This study was undertaken to explore the utility of the bottlenose dolphin skin transcriptome in monitoring exposure and health impacts of environmental perturbations such as chemical spills. We found that season has a profound effect on gene expression, with nearly one-third of all genes on the array differing significantly in expression levels between winter and the warmer seasons. Gene ontology categories over-represented in the differentially expressed gene set are consistent with known seasonal changes in the physiology of dolphin skin. Although concentrations of POPs stored in blubber increased more than 2-fold in spring/summer due to the seasonal mobilization of lipid from the blubber, the observed gene expression patterns did not appear to be driven by POPs concentrations. It is currently unknown if this is because the epidermis is unresponsive to changes in the blubber, or if the POP metabolites mobilized concurrent with the loss of blubber lipid are not suitable substrates for the phase I and phase II pathways. The microarray used in the current study lacked probes to several key genes induced by and responsible for the detoxification of POPs or oil-associated hydrocarbons (e.g., AhR, Cyp1A1). The examination of xenobiotic pathway responses in this study was thus limited by incomplete pathway representation on the microarray, and complicated by crosstalk between steroid metabolism and xenobiotic pathways. Direct RNA sequencing (RNAseq) analyses, currently in progress, will retrieve critical xenobiotic pathway components known to be expressed in dolphin skin, as well as provide a deeper context for the seasonally driven physiological changes observed in the current study. Controlled exposure studies in skin biopsy samples or dolphin skin cells will help sort out xenobiotic induction of skin gene expression from that resulting from normal physiological changes. This study found no difference in global skin gene expression between adjacent bays; however, investigations need to be conducted to compare more distant regions before a clear picture of variation by location can be made. This study identifies the need for baseline monitoring of cetaceans to further characterize the natural variability in skin gene expression in order to establish the value of skin transcriptomics as a tool for investigating exposures and the effects of stressors in free ranging animals.

## Supporting Information

S1 Table All samples included in this study, sorted by location.

S2 Table Probes differentially expressed between males and females (annotated probes listed only).

S3 Table Probes differentially expressed between winter and spring/summer (annotated probes listed only).

S4 Table Gene Ontology categories enriched among gene probes differentially expressed in winter as compared to the warmer seasons.

S5 Table Probes differentially expressed in Spring vs Summer 2010 (annotated probes listed only).

S6 Table Probes differentially expressed between Summer 2010 and Summer 2011 (annotated probes listed only).

How the deposited data were processed for this re-analysis (not part of the article)

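Skin from 94 remote biopsies of common bottlenose dolphins was profiled by the authors on a custom Agilent oligonucleotide array with single-colour Cy3 labelling. The samples belong to 5 sampling periods and 3 sites, with 38 females and 56 males. Labelled RNA was scanned and the spots were read with Agilent Feature Extraction. The deposited values are log2 signals that the authors thresholded, shifted to the 75th percentile of each array and centred on the median of each probe over the 94 samples. The file was checked for this centring: the largest absolute median of a probe is 5e-07. Of 24478 rows, 24418 are array probes and 60 are control spots, which were used only for the tests of scaling and background. No sample was left out, no pair of arrays was identical, and the highest correlation between 2 arrays within a period, after the period mean was removed, was 0.493.

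Signal over background cannot be read from values centred per probe, and the detection calls by which the paper reduced its probe set were not used here, so all probes were tested. The precision of a comparison therefore rests on the number of biopsies. In a test on simulated data, changes were added to samples of the same number. Winter against spring/summer called 50 of 50 probes changed 2-fold and 21 of 50 changed 1.5-fold. The latter is the limit for a call itself, so part of these probes miss it whatever the number of biopsies. Of 50 probes changed 2-fold, spring against summer 2010 called 43 and summer 2010 against summer 2011 called 44. Winter 2010 against winter 2011 called 37 of 50 and pregnant against non-pregnant females 27 of 50.

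Groups were compared with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and adjustment by Benjamini and Hochberg over all 24418 probes. A probe was called at an adjusted p under 0.01 and a fold change of at least 1.5, for sex at an adjusted p of at most 0.05 and a fold change above 2, and for pregnancy at an adjusted p under 0.05 with no limit on fold change. Sites were compared with limma's F test within sampling periods, and differences of the seasonal change between sexes and between tiers with an interaction term. Principal components were computed on probes centred and scaled to unit variance, and samples were clustered by Ward's method on Euclidean distances. Single measures were compared with two-sided permutation tests of 100000 resamples, or with exact permutation tests where a group had fewer than 10 values. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Blubber POPs, progesterone, cortisol and pregnancy were taken from the S1 Table.

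Names of probes come from the S2, S3, S5 and S6 Tables, which name called or sex-specific probes only. Named in the text are the genes the paper names, the 12 named probes with the largest fold change in each direction for winter and the 6 in each direction for other comparisons, up to 4 probes per list, and the 5 leading probes of comparisons the paper did not make. This rule was set before the data were examined, but the values in the paper's tables had been seen. The enoyl-CoA delta isomerase, sites' mitotic genes and other probes outside that rule were chosen after their values were seen. Lists of genes were also set before the data were examined: xenobiotic metabolism, oxidative phosphorylation, mitochondrial and cytosolic ribosome, aminoacyl-tRNA synthetases, proteasome, heat shock proteins and chaperones, cold-inducible RNA-binding proteins, circadian clock, cell cycle, nuclear envelope, fatty acid oxidation, sterol and fatty acid synthesis, keratins and desmosomes, steroid metabolism, LINE-1 and retroviral sequences, and markers of skeletal muscle, erythrocytes, lymphocytes, macrophages, neutrophils, melanocytes, adipocytes, endothelial cells and fibroblasts. Of 25 lists, 23 had a named probe. An annotation of the other probes was not used here, so the lists were counted and no set test or ontology enrichment was run.

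Alternatives tried were quantile normalization, median centring, a rank test, a variance trend, other limits on p and fold change, covariates, sites, sexes and tiers taken alone, and samples left out. After the data were seen, scaling to the 10 spots named for spike-in controls and the negative control spots as a covariate were added, as was a spring-to-summer score of each sample with probes and means taken without it. A filter on dim probes was planned and not run, because values centred per probe hold no signal level.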

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

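The tests of the spike-in spots against the 75th percentile scaling and within the tiers, the limit set for the size of the summer changes under the negative control covariate, the spike-in scaling, the splits that exchange residuals and the direction of the summer changes without Barataria Bay were chosen only after the results were seen.

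In winter 2010 (n=5), biopsy R3110208-02, from the pregnant female of that period, lay far from the other samples in 3 measures. The mean of its skeletal muscle probes was -0.259, with the nearest sample at -0.874. The serine acetyltransferase probe (AM-5951) was 0.532, with the nearest at 5.01, and AM-23130, a probe without a name, was -0.459, with the nearest at -1.84. Among 4 spring females that were not pregnant, R3100512-03 had a progesterone value of 3.96 in the unit of the S1 Table, with the nearest at 0.53. Of 13 groups tested 4 held such a sample, while chance gives about 1 in 20 for independent groups. The same biopsy makes up 3 of these 4, so they are not independent and the rates cannot be compared.

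The seasonal change differed between the sexes at 4 probes and between the processing tiers at 219. Between winter 2010 and winter 2011, a comparison the paper does not report, 1823 probes were called, and between sites within sampling periods 495. Each of these 4 counts was reached by 1 of 100 splits of the samples, the real one. The highest other split called 0 probes for season by sex, 12 for season by tier, 210 for the winters and 0 for the sites. Chance is thus unlikely for the winters and the sites, to the limit of 1 in 100 that the splits can give. Of the 4 season by sex probes 3 are also called between the sexes, and a split that mixes the sexes widens their spread. A further set of splits kept the means of both factors and exchanged only residuals between samples. The highest of these called 0 for season by sex and 136 for season by tier. Chance is thus unlikely there too, to the same limit. For season by tier the split with 136 shows that large counts can arise by chance. At an unadjusted p under 0.05 season by sex had 888 probes, reached by 55 of 100 splits and by 61 of 100 with residuals exchanged, so nothing beyond the 4 probes is shown. Leaving out a winter 2010 sample in turn gave 1241 to 2031 probes between the winters. Named probes that differed between tiers in their winter change include the acyl-coenzyme A very long chain probe (AM-8151; interaction 1.88) and cytochrome b alpha (AM-2582; 1.67), whose falls were smaller in tier 2.

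Spots for the spike-in controls, which read an added RNA where a protocol includes it, differed between winter and spring/summer by -0.601 (SE 0.0625, permutation p = 1e-05, the smallest that the permutations can give), with 9 of 10 spots lower. Measured against the median probe of each array the difference was -0.536, so the choice of the 75th percentile over the median does not account for it. Both follow the brightness of the same probes, so this cannot decide whether scaling to the probes as such is the cause. The difference was -0.508 with the negative control spots as a covariate, which argues against array background. It was -0.484 in tier 2 and -0.707 in tier 1, which argues against the tiers. A candidate explanation is that winter skin gives more labelled mRNA for a given amount of total RNA, which was not tested. RNA quality was not tested here either, although the paper set a minimum RNA integrity and saw no clear effect of season on it. The paper does not state whether spike-in RNA was added. Directions of winter counts are therefore relative to the authors' scaling.

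Of the 244 probes called between the summers, 97.1% changed in the same direction between the winters, compared with 93.9% for the highest of the other splits and a median of 45.9%. Of them 114 higher and 15 lower probes were called between the winters too, with 9.16 and 1.52 expected by chance. A change of year or processing tier that is common to both seasons may therefore explain most of these calls, and year and tier cannot be told apart in this design. Barataria Bay, absent in summer 2011, does not account for them, since without it 316 probes were called, 194 of the 244 among them, and all 244 kept their direction. With the negative control spots as a covariate 93 were called, the median size of the 244 changes went from 0.777 to 0.712 and their median SE from 0.172 to 0.189, and all 244 kept their direction, so a part due to array background cannot be told apart.

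Skeletal muscle probes were higher in spring than in summer 2010, with a difference of medians of 0.679. Above the summer median were 14 of 15 spring samples, as a shift of most biopsies would give. Part of the 15 probes is in the S5 Table as called between these periods. For the 7 outside it the difference of means was 0.327, compared with 0.595 for all. The difference with the negative control spots as a covariate was 0.611, which argues against array background. Within sampling periods, pairs of the 15 probes had a mean correlation of 0.258, which neither requires nor excludes that muscle tissue was carried in part of the biopsies. The paper judged the biopsies to span all layers down to the muscle, and took RNA from skin cut off with a scalpel at the fibrous layer of the dermis. Whether that cut varied between the periods was not tested, and a biological difference between spring and summer skin stays open.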

How the results depend on the processing

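Scaling to the spike-in spots and the negative control spots as a covariate were chosen only after the data were seen; all other settings were set before the data were examined.

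For winter against spring/summer (7476 probes called), the count was between 6556 in Barataria Bay alone and 8187 in tier 1 alone in every setting tried except 3: 16815 without a limit on fold change, 3239 with a limit of 2-fold and 11667 after spike-in scaling. Probes higher in winter were the smaller group except after quantile normalization and spike-in scaling. Of 84 named probes, those that reversed were the sodium/calcium exchanger NCX1 (AM-20865; 0.0598) and serine acetyltransferase (AM-5951; 1.65), both within tier 1 alone, where the cause was not tested. The same direction and side of the threshold were found for 81 of the 84 after quantile normalization, 83 after median centring, 81 with tier as a block, 73 within tier 1, 83 within tier 2, 82 in males, 82 in females and 66 after spike-in scaling.

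For spring against summer 2010 (569), counts were 380 to 775 except 1733 without a limit on fold change, 169 with a limit of 2-fold, 316 without pregnant females, 239 in Barataria Bay and 51 in Mississippi Sound, the last 3 with fewer samples. Leaving out a sample in turn gave 506 to 638. For summer 2010 against summer 2011 (244), counts were 182 to 316 except 733 without a limit on fold change, 45 with a limit of 2-fold, 549 at an adjusted p under 0.05, 446 with site and sex as covariates, 663 after spike-in scaling, 93 with the negative control covariate, 27 in Chandeleur Sound and 12 in Mississippi Sound. For winter 2010 against winter 2011 (1823), they were 1802 to 2687 except 756 after quantile normalization, 1148 with the rank test and 706 after spike-in scaling, and 1241 to 2031 with a winter 2010 sample left out. The cause of the changes with scaling, test and covariates was not tested.

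Between the sexes 21 probes were called in 5 alternatives and 41 with a limit of 1.5-fold. For pregnancy 0 were called except 1 without the Chandeleur Sound females, and 0 to 1 with a female left out (1 without TYP052810-02). Between sites (495) the count was 387 to 514 except 282 after quantile normalization, 144 with no covariate, 2404 within winter 2011 and 120 within summer 2011. The count of probes whose seasonal change differed between tiers fell from 219 to 1 after quantile normalization. PC1 held 28.4% to 38.8% of the variance except 56.5% with the 1000 most variable probes, and winter lay apart from the other seasons in each setting. Of the 2 Chandeleur Sound spring females, 2 fell in the summer cluster with the probes called without them, 0 with the other settings, and 0 with all probes, where the clusters did not separate the seasons. The cause was not tested for these, beyond the smaller number of samples or changed set of probes that a setting itself brings.

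The filter on dim probes was not run because values are centred per probe, and camera was not run because the annotation of probes outside the tables was not used here. No paired analysis was possible because each biopsy stands for a different animal in these labels. Signal over background is not known for any probe, so weakly expressed genes cannot be told from absent ones.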

Differences from the paper's values

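All settings named here were set before the data were examined, apart from scaling to the spike-in spots and the negative control covariate, which were chosen after the values were seen.

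Probes higher in spring/summer than in winter number 2960 in the paper and 4446 here. The values differ by less than 1.5 times under quantile normalization (3487), median centring (3916), a limit of 2-fold (2096), females only (4212), site and sex as covariates (4427) and each site alone (4247, 4385 and 4394). They differ under the rank test, the variance trend, no limit on fold change and an adjusted p under 0.05. They differ too without probes called between the sexes, with tier as a block, within each tier and in males only. The same holds without spring samples, without pregnant females and after spike-in scaling, which was chosen after the values were seen. The paper tested the probes it detected in both sexes, whereas all 24418 were tested here.

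Probes higher in spring than in summer 2010 number 204 in the paper and 326 here. They differ by less than 1.5 times under quantile normalization (275), the rank test (297) and without pregnant females (195), and after spike-in scaling (202), which was chosen after the values were seen and drops 33 of the 92 probes of the S5 Table. They differ under median centring, the variance trend, no limit on fold change, a limit of 2-fold, an adjusted p under 0.05, without probes called between the sexes, without the Chandeleur Sound spring females, with site and sex as covariates and within Barataria Bay or Mississippi Sound.

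Probes called between summer 2010 and summer 2011 number 52 in the paper and 244 here. Only a limit of 2-fold (45) gives a value within 1.5 times of the paper's. Quantile normalization, median centring, the rank test, the variance trend, no limit on fold change, an adjusted p under 0.05, without probes called between the sexes, site and sex as covariates, without Barataria Bay and either of the other sites alone do not. All 16 named probes of the S6 Table are called here.

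Probes called between the sexes number 4 in the paper, among probes detected in both sexes, and 21 here, among all probes. The value differs under quantile normalization, median centring, the rank test, the variance trend, sampling period as a covariate and a limit of 1.5-fold.

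Of the Chandeleur Sound spring females, 2 are in the summer cluster in the paper and 0 here. With the probes called without these females the count is 2, as in the paper, and with average linkage or all probes it is 0.

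The paper finds no grouping of samples by location on its principal components. Here sites account for 32.6% of the variance of PC1 that is left after the period means are removed, and PC3 shows no such difference (2.89%). The gap between winter and the other seasons is thus left out, and the share is not one of the whole PC1 that the paper plots. In both winters the sites were sampled in different months, and in summer 2010 in part, so this share belongs to site and month together. It finds no correlation of POPs with the leading components within seasons, while the rank correlation with PC2 in winter is 0.50 here (Pearson's r, 0.32, is not past the threshold, but is at 0.57 without the 2 farthest males, unadjusted p = 0.0047, and no value in summer is). From enriched ontology terms it proposes slower renewal of the skin in winter. Here all 6 named cell division probes are higher in winter, although within tier 1 only 3 are called and 1 changes sign. These probes were named through the study's tables of called probes, and the enrichment itself was not analysed here. Survivin and cyclins B2 and B3 also differed between sites. The paper places the pregnant winter 2010 sample in January, while the labels give month 2.

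The paper's mean blubber progesterone in males is 0.47 in winter and 0.42 in summer, while the S1 Table gives 0.426 and 0.461, and its mean cortisol is 0.83 and 0.80, while the S1 Table gives 0.762 and 0.814. The order of the seasons is turned for both hormones, and neither differed between seasons in a permutation test here.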

Other observations

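The splits of the samples for winter and for pregnancy, and the test of probes near array background, were chosen only after the results were seen.

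Circadian clock genes changed with season at 6 of 6 named probes. Names come from the study's tables of called probes, so this count is not independent of them. PER3 (AM-17140) was higher in winter by 1.72 (SE 0.074) and PER1 (AM-16432) by 0.80 (SE 0.090), which encode repressors of the clock. ARNTL (AM-22801), its activator, fell by 0.80 (SE 0.052). BHLHE41 (AM-7031), of the same list, fell by 1.14 (SE 0.11). Within tier 1, 3 of the 6 were called. After scaling to the spike-in spots 4 of the 6 were higher and 0 lower, with ARNTL at -0.20 and BHLHE41 at -0.54. The hour of sampling was not used here. The list of cold-inducible proteins held 1 probe, which names RNA-binding protein 34 (AM-17122; 0.61, higher in winter).

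Of 12 probes of steroid metabolism, 2 were higher and 9 lower in winter (3 and 5 after scaling to the spike-in spots), and 1 was higher and 2 were lower in summer than in spring 2010. The list was matched on words of the description. It includes estrogen receptor binding site 9 (AM-28000) and androgen-induced 1 (AM-2109), whose names are not those of enzymes. HSDL2, a peroxisomal dehydrogenase, was lower in winter at all 4 of its probes, with the largest change at AM-8221 (-2.90, SE 0.093). Of 62 LINE-1 and retroviral probes 14 were higher and 46 lower in winter, turning to 15 higher and 14 lower after scaling to the spike-in spots.

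Markers of other cells changed with season as follows, in the authors' scaling. Of 4 erythrocyte probes 1 was higher and 3 lower in winter, of 3 lymphocyte probes 1 and 1, of 9 macrophage and MHC class II probes 2 and 6, of 2 melanocyte probes 1 and 1, of 2 endothelial probes 0 and 2, among them von Willebrand factor (AM-21222; -1.75, SE 0.13), and of 5 fibroblast probes 1 and 3. After scaling to the spike-in spots the counts were 1 and 1 for erythrocytes, 1 and 0 for lymphocytes, 2 and 3 for macrophages and MHC class II, 1 and 0 for melanocytes, 0 and 1 for endothelial cells and 1 and 1 for fibroblasts. Neutrophils and adipocytes had 0 named probes. All lists hold named, and so called, probes of the study's tables, and several of these genes are also expressed in skin cells.

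The 13 nesprin-2 probes may measure 1 transcript, since pairs of them had a mean correlation of 0.778 within sampling periods (lowest 0.411), so the 14 nuclear envelope probes count for fewer genes. The seasonal change was tested for repeating between years, and the changes in 2010 and 2011 correlated across probes with r = 0.919. The rank correlation of POPs with PC2 in winter males, centred on the sites, was 0.22, and whether sites explain the uncentred value cannot be told apart with 25 males. Of 737 probes that follow the negative control spots, 6 were among the 7476 winter calls. Those spots differed between winter and spring/summer by -0.316 log2 units, which is less than the limit for a call. Probes that follow them would thus seldom be called, so this count cannot decide whether array background is a source of the calls.

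Other splits of the samples were drawn for the comparisons of the paper. For winter against spring/summer 1 of 100 splits, the real one, called as many probes (7476, highest other 51). The same held for spring against summer 2010 (569, highest other 445), summer 2010 against summer 2011 (244, highest other 2) and the sexes (21, highest other 1). Chance is thus unlikely for these counts, to the limit of 1 in 100 that the splits can give. For spring against summer 2010 the split with 445 shows that large counts can arise by chance. The 731 probes with an unadjusted p under 0.05 between the sexes were reached by 59 of 100 splits, so nothing beyond the called probes is shown there. For pregnancy 1934 probes had an unadjusted p under 0.05 with limma, which 17 of 100 splits reached, so an excess is not shown. As 0 probes were called, all 100 splits call as many by construction, which says nothing about chance. The highest called 1975, with 16 in the next. That split sets the 2 Chandeleur Sound females and 2 of Barataria Bay apart from the other 5, and what they share was not tested.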
